# Characterizing expression changes in noncoding RNAs during aging and heterochronic parabiosis across mouse tissues

**DOI:** 10.1038/s41587-023-01751-6

**Published:** 2023-04-27

**Authors:** Viktoria Wagner, Fabian Kern, Oliver Hahn, Nicholas Schaum, Nicole Ludwig, Tobias Fehlmann, Annika Engel, Dominic Henn, Shusruto Rishik, Alina Isakova, Michelle Tan, Rene Sit, Norma Neff, Martin Hart, Eckart Meese, Steve Quake, Tony Wyss-Coray, Andreas Keller

**Keywords:** miRNAs, Computational biology and bioinformatics, Diagnostic markers, Geriatrics, Ageing

## Abstract

Molecular mechanisms of organismal and cell aging remain incompletely understood. We, therefore, generated a body-wide map of noncoding RNA (ncRNA) expression in aging (16 organs at ten timepoints from 1 to 27 months) and rejuvenated mice. We found molecular aging trajectories are largely tissue-specific except for eight broadly deregulated microRNAs (miRNAs). Their individual abundance mirrors their presence in circulating plasma and extracellular vesicles (EVs) whereas tissue-specific ncRNAs were less present. For miR-29c-3p, we observe the largest correlation with aging in solid organs, plasma and EVs. In mice rejuvenated by heterochronic parabiosis, miR-29c-3p was the most prominent miRNA restored to similar levels found in young liver. miR-29c-3p targets the extracellular matrix and secretion pathways, known to be implicated in aging. We provide a map of organism-wide expression of ncRNAs with aging and rejuvenation and identify a set of broadly deregulated miRNAs, which may function as systemic regulators of aging via plasma and EVs.

## Abstract (web summary)

An atlas of noncoding RNA in aging and rejuvenated mice identifies a set of deregulated miRNAs.

## Main

One primary risk factor for cancer, diabetes, cardiovascular disorders and neurodegenerative diseases is aging^1^. Therefore, understanding the underlying mechanisms of this complex process is essential to improve quality of life by developing new therapies. Finding the most promising therapy target is challenging, as it is not possible for a single level of omics data to explain whether the changes discovered are causative to or the result of aging^2^. Epigenetic markers like DNA methylations have been identified as promising aging biomarkers^3,4^. Current research efforts, including transcriptomic studies of major organs in aged mice^5,6^, largely lack information covering the whole RNA diversity, for example, the diverse classes of noncoding RNAs (ncRNAs). Attempting to better differentiate cause and effect, we herein present the corresponding ncRNA dataset to the Tabula Muris Senis (TMS) cohort^5^. Such RNAs are part of epigenetic reprogramming and altered intercellular communication, which have been described as hallmarks of aging^1,7^. Further, they can have a role in intercellular communication via extracellular vesicles (EV)^8^. MicroRNAs (miRNA), a class of ncRNAs, target messenger RNA (mRNA) through base-pair binding and thereby regulate gene expression via post-transcriptional gene silencing^7,9^. Furthermore, miRNAs act as age-specific disease biomarkers^10^ and have been identified as regulators in aging-associated phenotypes^11^.

We analyzed eight classes of ncRNAs in TMS separately and together with the existing single-cell and bulk mRNA datasets^5^. The previously observed tissue-driven shifts in gene expression with aging that correlate with corresponding protein levels in plasma could be caused by epigenetic regulation mechanisms mediated by ncRNA. Furthermore, these may not only be implicated in aging but also have a role in the regenerative effects observed in aging interventions such as heterochronic parabiosis. Regenerative activities within young blood with translational implications for aged liver, muscle and brain have been observed before^12^. Therefore, we performed ncRNA sequencing of tissue samples following heterochronic parabiosis experiments, in which a young (3–4 months) and an aged (19 months) mouse share a common blood circulation. Our two datasets describe age- and rejuvenation-related ncRNA expression changes to reveal the potential of ncRNAs as targets for new pharmaceutical approaches.

## Results

### Mapping of ncRNA expression across mouse organs

We sequenced 771 tissue samples of the TMS cohort to map molecular shifts across the whole organism during healthy aging (Fig. 1a). The protocol enriches for small ncRNA, especially mature miRNAs. Even though full-length reads cover only small ncRNAs (miRNAs or piwi-interacting RNAs (piRNAs)) completely, the protocol generates measurable fragments of longer ncRNAs. This sequencing strategy extends the existing mRNA TMS dataset^5^ with miRNA, piRNA, long ncRNA (lncRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), transfer RNA (tRNA), ribosomal RNA (rRNA) and small Cajal body-specific RNA (scaRNA). The tissue sample collection includes 16 solid tissues of C57BL6/JN mice (bone (femurs and tibiae), brain (hemibrain), brown adipose tissue (BAT, interscapular depot), gonadal adipose tissue (GAT, inguinal depot), heart, kidney, limb muscle (tibialis anterior), liver, lung, bone marrow, mesenteric adipose tissue (MAT), pancreas, skin, small intestine (duodenum), spleen and subcutaneous adipose tissue (SCAT, posterior depot)). The selected time course covers the mouse lifespan from a developmental age of 1 month up to 27 months (males: aged 1, 3, 6, 9, 12, 15, 18, 21, 24 and 27 months; females: aged 1, 3, 6, 9, 12, 15, 18 and 21 months). With up to six mice per timepoint, the study covers a maximum of 960 samples (16 organs × 10 timepoints × 6 replicates). As not all mice survived to the later timepoints and we further excluded 26 low-quality RNA samples, we finally included 771 high-quality samples in the study (Supplementary Table 1).

**Fig. 1:**
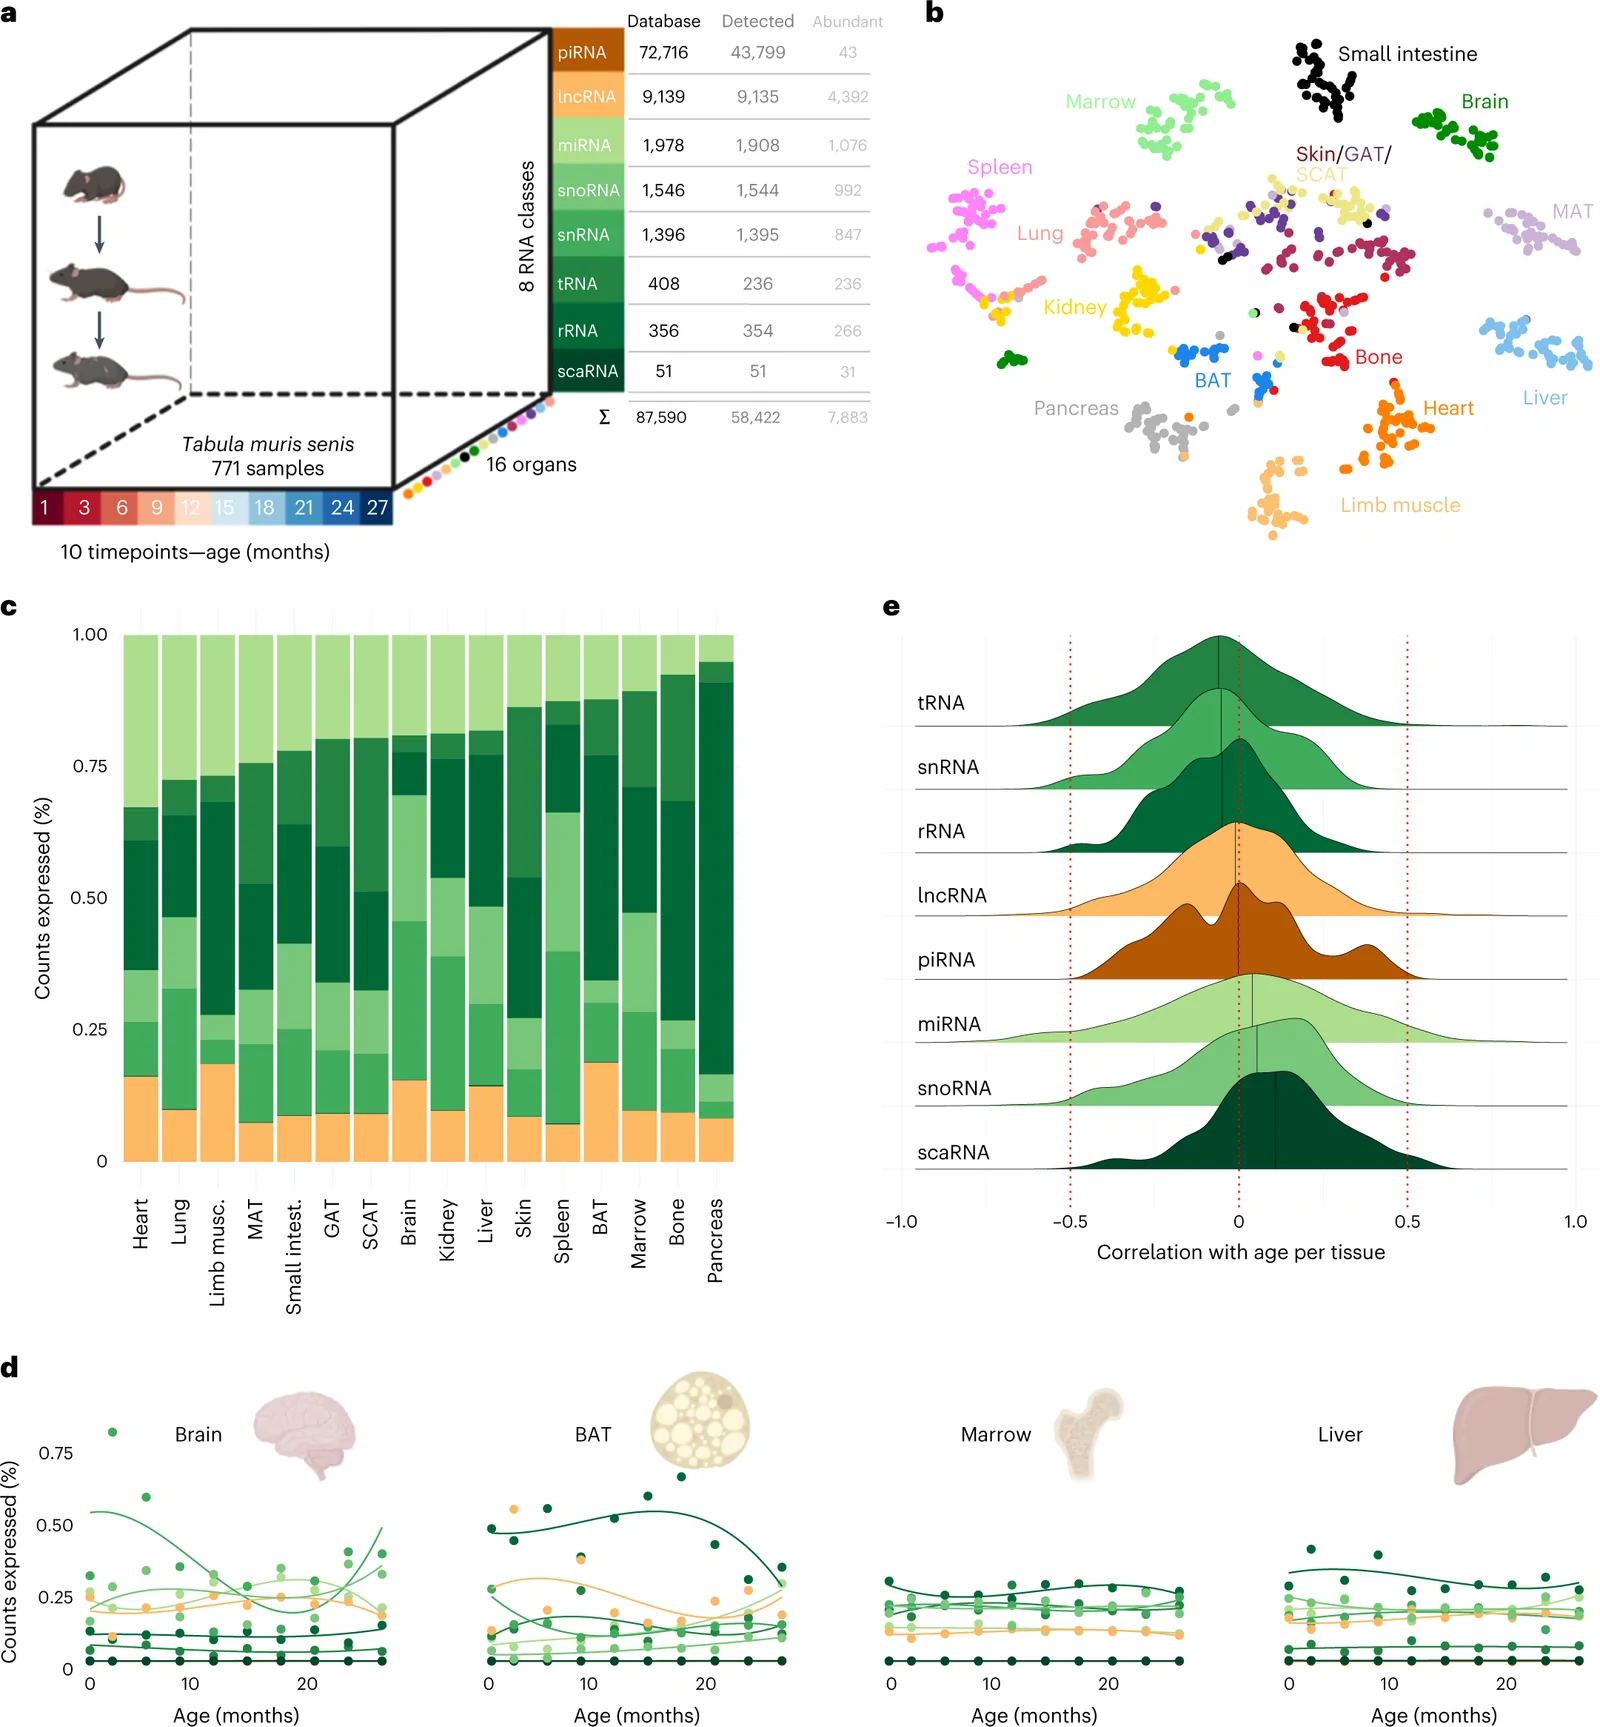
Atlas of noncoding RNA expression along the mouse lifespan. **a**, Study overview—data of the aging (TMS) cohort, consisting of mouse samples collected from 16 different tissues at ten different timepoints throughout the lifespan with maximal six replicates per timepoint varying due to sample and sequencing quality. A total of 771 samples were sequenced, and the reads were annotated to the 87,590 different RNA reference sequences from eight RNA classes. Of the RNAs in the databases listed on the left, 58,422 different ncRNAs were annotated in the raw reads and we found 7,883 noncoding features as abundant expressed in our TMS aging cohort. Created with BioRender. **b**, t-SNE visualization of all samples of the TMS cohort over all detected noncoding RNAs, colored by tissue of origin. **c**, Percentage of counts per RNA class, calculated on total counts per tissue after local filtering for all tissues in the TMS cohort, color coded by RNA-class color legend as indicated in **a**. **d**, Variation of mean count distribution per RNA class over the lifespan of the mouse in the brain, BAT, marrow and liver; calculated count percentages per sample after local filtering. Created with BioRender. **e**, Density plot of Spearman rank correlation of all expressed noncoding RNA with age in each individual tissue grouped by RNA classes, density scaled individually for every RNA class.

We mapped resulting sequencing reads against 87,590 ncRNA sequences (Fig. 1a, left column) derived from established reference databases (miRNAs, miRBase 22, tRNAs: GtRNAdb 18.1, piRNA: RNACentral 15, all other ncRNAs: Ensembl 100). Altogether, we detected reads mapping to 58,422 different ncRNAs (Fig. 1a, middle column), with miRNAs being the most abundant class. An average of 36.2% of reads across tissues mapped to miRNAs (Extended Data Fig. 1a). The distribution of reads to RNA classes, however, varied substantially between tissues (*P* < 0.05, Kruskal–Wallis test; Extended Data Fig. 1b). We thus asked whether the variation in read distribution is related to the length of representatives. We generated aligned sequence profiles to quantify the length of sequences covered with our reads. First, we explored the percentage of sequence length covered versus the sequence reference length. Even for very long sequences exceeding 10,000 bases, we partially recovered large fractions or even the complete sequence (Extended Data Fig. 1c). We also computed the maximal assembly for each RNA, that is, the longest contiguous read mapping, and compared it with the sequence reference length (Extended Data Fig. 1d). Even though the fraction of the sequence covered by the maximal assembly decreased for larger RNAs (Spearman’s rho = −0.43), we verified that throughout all RNA classes, we were still able to reproduce for a subset up to 100% of the full-length reference (Supplementary Table 2). Therefore, we decided to include the full dataset as a reference for future studies while implementing restrictive filtering steps to increase the reliability of our data. Especially the somatic piRNAs exceeded the expected counts, likely driven by artifacts in piRNA annotation^13^ and calling for additional quality control filters. We first retained piRNAs encoded in prepachytene piRNA genomic clusters^14,15^ to minimize the number of false positive hits. Next, we removed low abundant features across all ncRNA classes, keeping those with at least 1 read mapped per million (rpmm) in at least one sample, resulting in the abundant dataset (Fig. 1a, right column). Applying this stringent filtering, the number of piRNAs in our dataset decreased from 43,799 detected down to 43 abundant, likely removing most falsely annotated features^13^.

Clustering by ncRNA expression using t-distributed stochastic neighbor embedding (t-SNE), samples split into tissue-specific groups (Fig. 1b). One cluster contained skin, GAT and SCAT samples, which likely can be explained by their biological and functional close relationship of containing similar cell types. To check whether relevant biological factors outweigh technical ones, we performed a principal variance component analysis. The highest proportion of variance in the data was explained by tissue identity (Extended Data Fig. 2a). Annotating the t-SNE plot by animal sex revealed a uniform spread, excluding it as a major driver of the observed variance (Extended Data Fig. 2b).

Following our main objective to identify organ-specific aging trajectories, we added a tissue-specific, that is, local filtering to check whether ncRNA expression changed not only between tissues but also with age (cf. Methods). On the locally-filtered data, we calculated read count percentages for all RNA classes. As for the detected reads, we observed tissue-specific distributions (Fig. 1c). Analyzing those over time, we identified two clusters of tissues (Extended Data Fig. 2c). One exhibited a stable count distribution (mean variance < 4.5%) and the other showed high variance within the count distribution (mean variance > 4.5%). Specifically, 3 of 16 tissues showed high variance (brain, BAT and limb muscle), while most tissues (13–16) were characterized by a stable read distribution (including marrow and liver) (Fig. 1d and Extended Data Fig. 3). In the brain, the share of snRNA reads decreased from 77.9% to 10.0%, while the share of miRNAs increased from 9.1% to 28.5%. In BAT, the miRNA share grew steadily from 4.1% to 26.4% and the rRNA share dropped from 62.7% to 27.8%.

The observed variations of the RNA classes prompted us to assess the expression changes during aging for the individual ncRNAs. Therefore, we determined the Spearman rank correlation of age with the expression of every ncRNA in each tissue separately. We identified 31 tRNA fragments that were substantially differentially expressed between 3 and 21 months (two-sided *t*-test, *P* adjust < 0.05). Eight tRNA fragments showed increased expression (in brain and lung) and 23 showed decreased expression with age (in bone, limb muscle, skin and GAT). tRNA-related metabolism, transcription, modification and derivatives have vital roles in aging and longevity of organisms, as tRNA expression decreases with age^16^. We further observed that miRNAs displayed the strongest correlations with age over all tissues (exceeding the interval of −0.5 to 0.5; Fig. 1e). Given that miRNAs were captured in full-length by our sequencing platform, their high abundance across tissues and the fact that they exhibited the largest effect size, we further focused on miRNAs for downstream analysis.

### MiRNA lifespan trajectories are largely tissue specific

For the intersection of miRNAs expressed in all tissues, we observed more markers being correlated positively than negatively with age (Fig. 2a and Supplementary Table 3). In contrast, large sets of miRNAs were correlated with age in a specific tissue. For example, six miRNAs were negatively correlated exclusively in limb muscle and 37 were positively correlated only in BAT. One of these miRNAs, miR-107, regulates insulin sensitivity and is postulated as a target for the treatment of type 2 diabetes and obesity^17^. Its increase in aging could be connected to the fact that age is a risk factor for diabetes^1^.

**Fig. 2:**
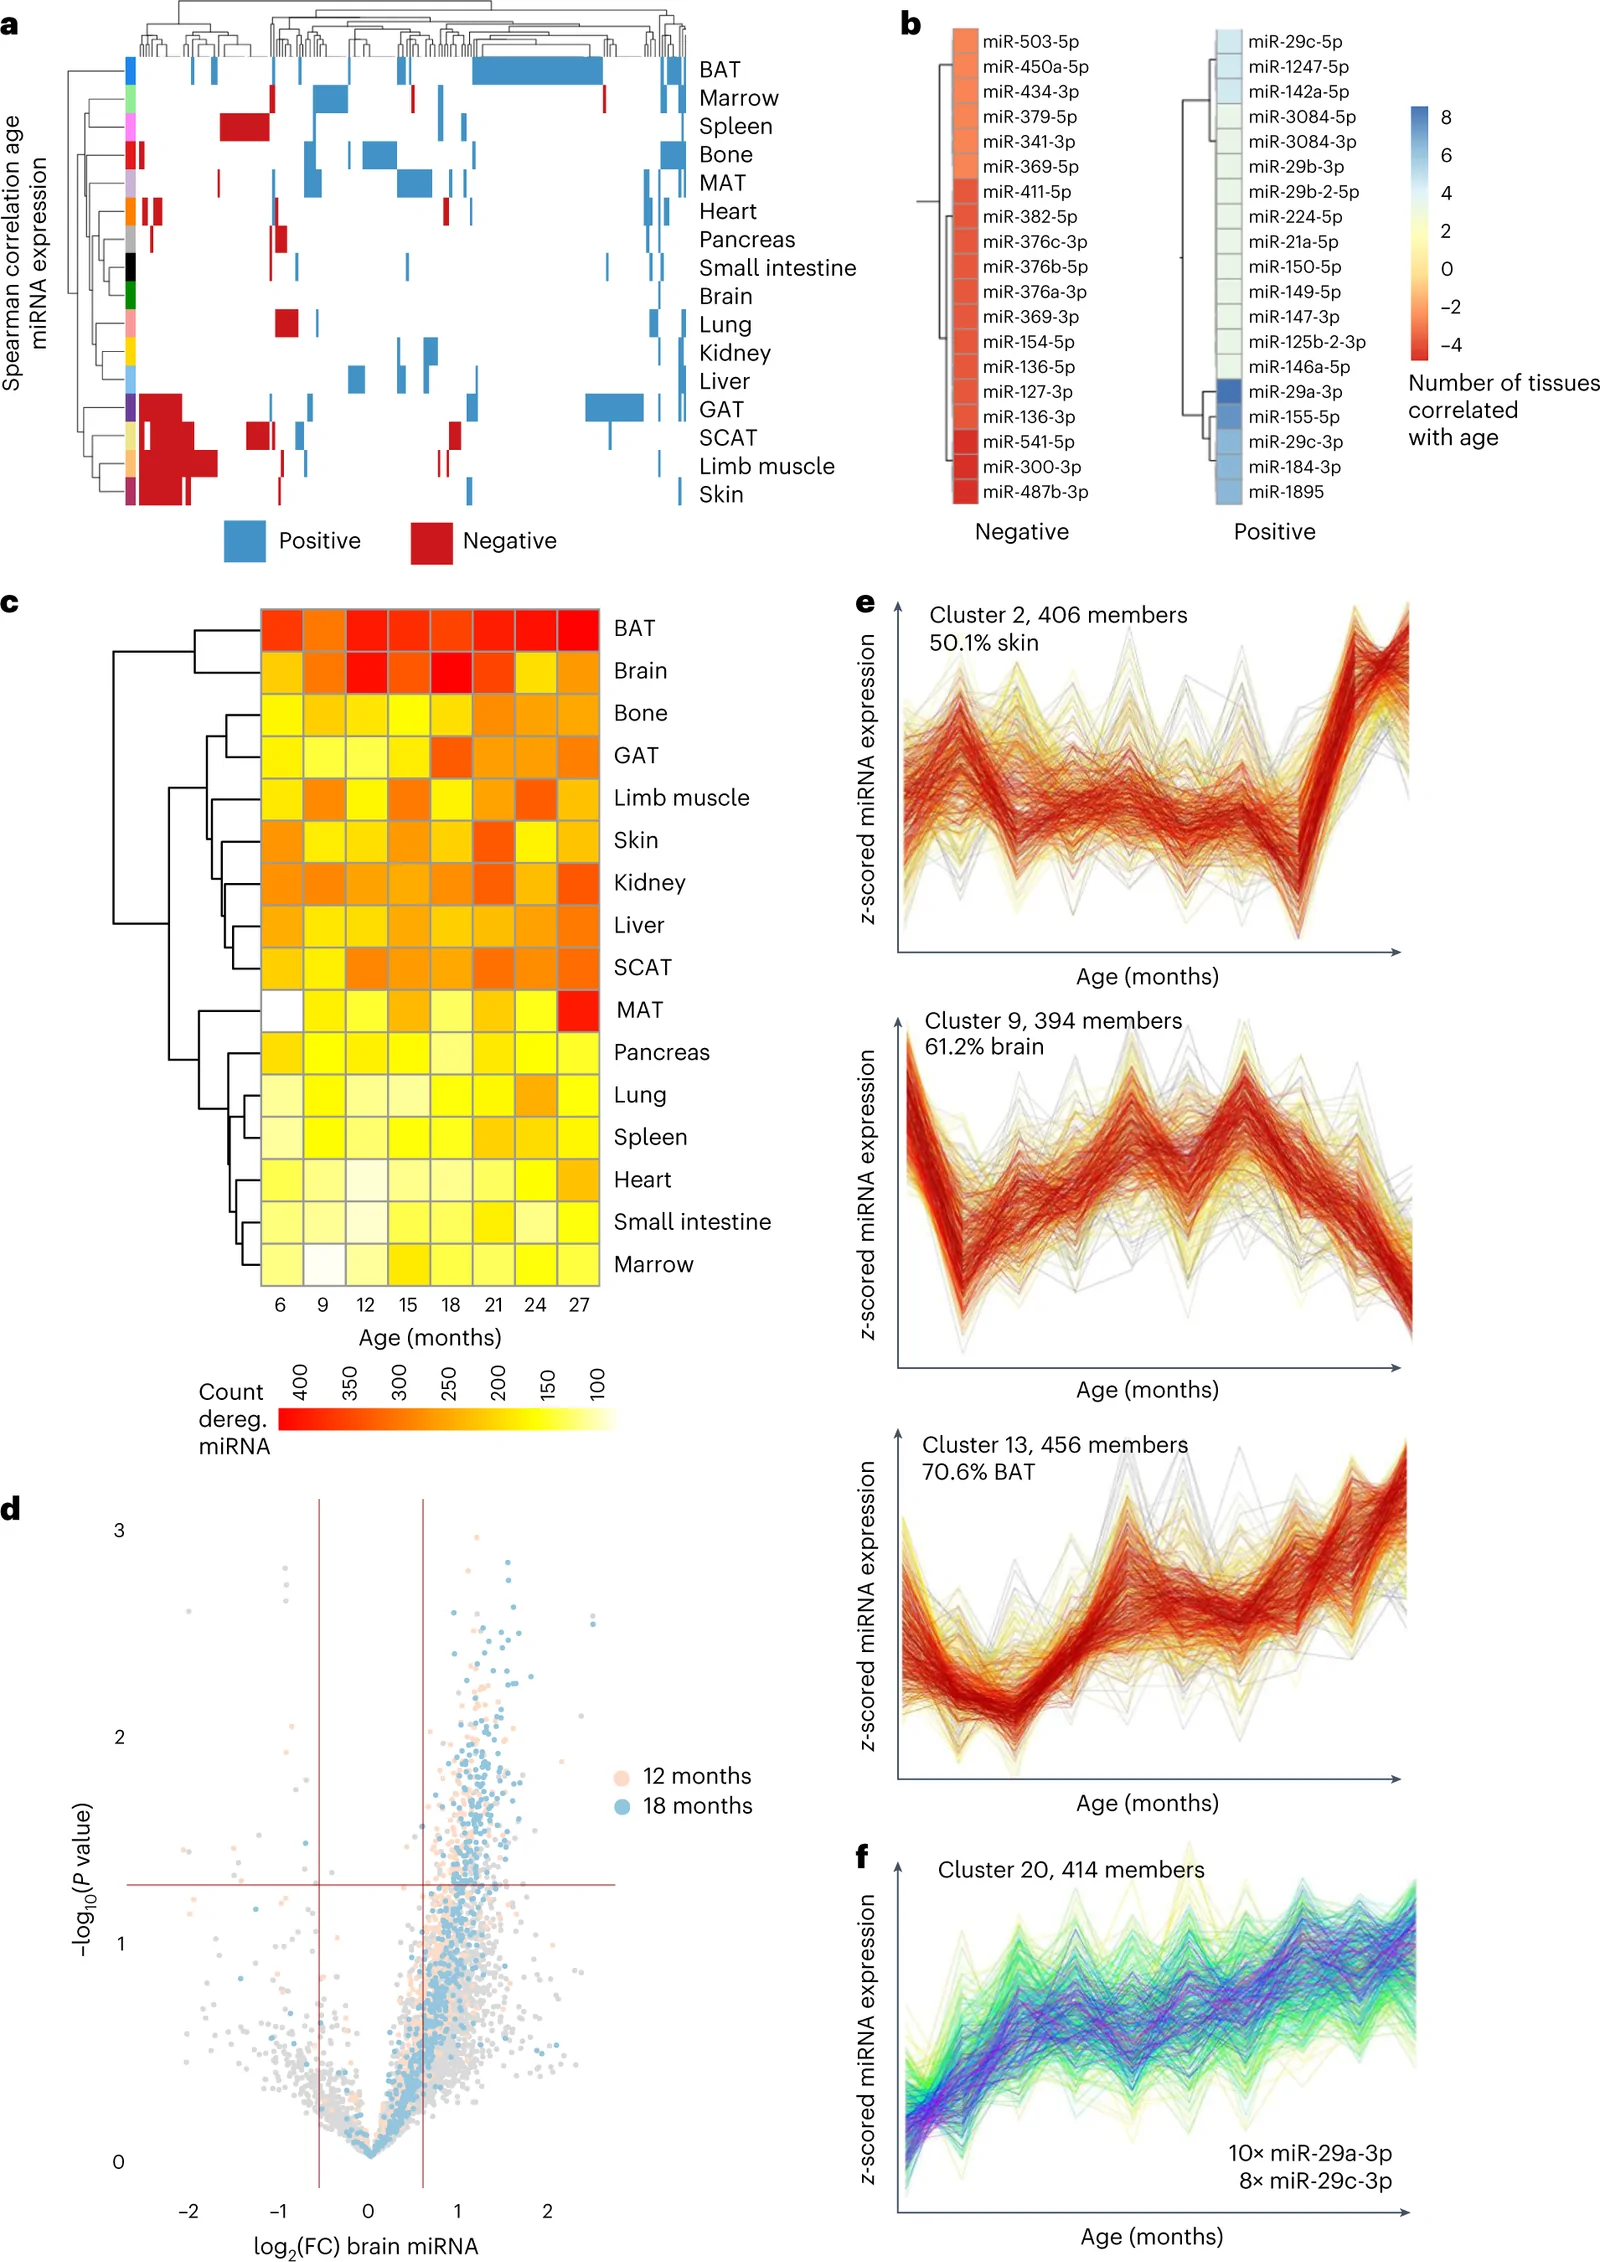
Global and tissue-specific miRNA expression patterns with aging. **a**, Heatmap of Spearman rank correlation values of the intersection of miRNAs expressed in all tissues, color coded for positively correlated in blue (*r* > 0.5), negatively correlated in red (*r* < −0.5) and not correlated in white (−0.5 < *r* < 0.5). **b**, Heatmap of miRNAs (anti-) correlated with age in at least two tissues, colored by number of tissues (anti-) correlated and divided into miRNA positively and negatively correlated with age. **c**, Heatmap for the count of deregulated miRNAs in each tissue at each subsequent timepoint. Deregulated miRNAs are determined by calculating the foldchange of all later timepoints versus 3 months of age and miRNA with foldchanges <2/3 or >3/2 are considered deregulated. **d**, Volcano plot of all miRNAs expressed in brain, log_2_(FC) versus −log_10_(*P* values) (two-sided *t*-test) calculated between mice aged 3 months and all later timepoints with comparisons for 12 months (light red) and 18 months (light blue) highlighted. **e**, Whole organism miRNA trajectory clustering—*z*-scored trajectories of each expressed miRNA in each tissue over the entire lifespan of the mice were calculated. These trajectories were grouped into 20 clusters. Three clusters are displayed as examples, showing tissue-specific miRNA signatures. Cluster 2 is composed of 50.1% miRNAs originating from skin, cluster 9 of 61.2% miRNAs from brain and cluster 13 of 70.6% miRNAs from BAT. **f**, Cluster 20 of the whole organism miRNA trajectory clustering—the cluster contains two global aging miRNA, miR-29a-3p from ten different tissues and miR-29c-3p from eight different tissues.

Certain miRNAs were linearly correlated with age in more than one tissue (Fig. 2b). MiR-29a-3p was positively correlated in eight tissues, and miR-300-3p, miR-487b-3p and miR-541-5p were negatively correlated in five tissues each. Based on these observations, we separated the miRNAs into the following three classes: nonaging-related, local aging and global aging miRNAs. Local aging miRNAs were defined as correlated with age in at least one tissue exceeding the interval of −0.5 to 0.5. We accordingly defined miRNAs correlated with age in more than five different tissues as globally aging. Following these definitions, we identified the three mentioned negatively correlated miRNAs together with five positively correlated miRNAs (miR-29a-3p, miR-29c-3p, miR-155-5p, miR-184-3p and miR-1895) as globally aging.

We then examined whether nonlinear age-related expression changes occur as well. Using the 3m timepoint as a baseline, we calculated foldchanges (FC) for all later timepoints and respective *P* values. Based on this analysis, we determined the number of deregulated miRNAs (Fig. 2c). Most were deregulated in BAT, driven by the large fraction of positively correlated local aging miRNAs. Investigating the brain, we found a peak at the ages 12 and 18 months with a count of 412 and 427 deregulated miRNAs, respectively. Most of all substantially deregulated miRNAs (77.6%) in brain showed the strongest effect at 12 and 18 months (Fig. 2d, Extended Data Fig. 4a,b and Supplementary Table 4). The higher count of deregulated miRNA at certain timepoints matched our expectation, as we hypothesized that miRNAs were responsible for the regulation of the previously reported transcriptome changes^18^. We further confirmed that those effects were not driven by lowly expressed features—we projected the mean expression against the FC for all tissues and all ncRNAs per timepoint (Extended Data Fig. 5). In line with our assumption, substantial FCs could be observed across all expression scales.

To identify common patterns within the nonlinear changes over time, we calculated *z* scores for all miRNAs being expressed in every tissue. Each miRNA in every single tissue was displayed as an aging trajectory and clustered across all organs. Ten of the 20 clusters obtained were composed mainly of one tissue; thus, we propose the existence of organ-specific miRNA time course signatures (Fig. 2e). Half of the miRNAs in cluster 2, with a peak at 3 months and a late increase again at 24 months, originated from the skin. Cluster 9, which showed a peak at 12 and 18 months, was composed of 61.2% brain miRNAs. The expression of miRNAs in cluster 13 increased continuously from the age of 6 months on, and this trajectory was specific for BAT (70.6%). In summary, we determined 10 of the 20 clusters to be tissue-specific, with at least 30% of miRNA originating from a single tissue (Extended Data Fig. 6).

The global aging miRNAs marked an exception to this tissue-specific clustering. Trajectories from more than five different organs for seven global aging miRNAs clustered together. For instance, we found the trajectories of miR-29a-3p and miR-29c-3p from ten and eight different tissues in cluster 20, respectively (Fig. 2f). The expression of miRNAs within this cluster increased continuously with age. This consistent signature could be indicative of the regulation of key pathways across all organs upon aging. Thus, we investigated the relationship between miRNA and mRNA expression closer.

### Transcriptome changes mirrored by global aging miRNAs

The previous analyses suggested five miRNAs as cross-organ aging markers increasing with age (Fig. 2b). Following the biological mechanism, we expected repression of target genes with aging. We chose to identify potential new targets in an unbiased manner by correlating miRNA with mRNA expression levels from the TMS dataset^5^. In the first step, we defined targets by exhibiting a significant inverse correlation (*r* < −0.4, *P* < 0.05). To support the validity of our approach, we checked the share of predicted miRNA–mRNA interactions with conserved binding sites for the miRNAs. As a control, we compared this number against the share of conserved binding sites in the miRNA–mRNA interactions predicted via positive correlation. For 7.3% (9 of 122) of the miRNA–mRNA interactions identified via inverse correlation, we found at least one conserved miRNA binding site, as compared to the 2.1% (120 of 54,992) miRNA–mRNA interactions in the control set (Fisher’s exact test, *P* = 0.0018). Because a gene can contain multiple binding sites across multiple 3′ UTRs and different site types exhibit different strengths, we repeated the analysis for each type of binding site. The amount of conserved 8mer binding sites is 6.3 times higher as compared to the control (4.91% inv. correlation, 0.78% control; *P* = 0.0006), for conserved 7mer-8m binding sites 3.8 times higher (4.92% inv. correlation, 1.30% control; *P* = 0.0062) and for conserved 7mer-1a binding sites 9.0 times higher (2.45% inv. correlation, 0.27% control; *P* = 0.0064).

The filtered target gene sets showed distinct overlaps (cf. Methods; Fig. 3a and Supplementary Table 5). Three of the six targets are shared among all miRNAs, *Eln, Col1a1* and *Col3a1*, which have a role in protein digestion and absorption and encode extracellular matrix (ECM) proteins. These are already validated targets for miR-29b-1/miR-29a (ref. ^19^). Overall, enriched processes for all targets were dominated by ECM-associated processes, such as ECM organization, collagen fibril organization and ECM-receptor interaction (Fig. 3b)^20^. Senescent cells are known to exhibit altered expression and organization of ECM and the ‘senescence-associated secretory phenotype’^1,21^. Our data suggest that these effects could be regulated by global aging miRNAs. Another part of the network composed of mainly Y-chromosome-coded proteins contained proteins related to ‘ubiquitin-proteasome dependent proteolysis’ (*Usp9y*), histone modification introducing proteins (*Kdm5d*) and probable transcriptional activators (*Zfy1, Zfy2*). Hence, other layers of regulation mechanisms are targeted. The ‘AGE-RAGE signaling pathway in diabetic complications’ and ‘dysregulated miRNA targeting in insulin/PI3K-AKT signaling’ were enriched, supporting our suggestion of the importance of miRNA regulation in nutrient sensing.

**Fig. 3:**
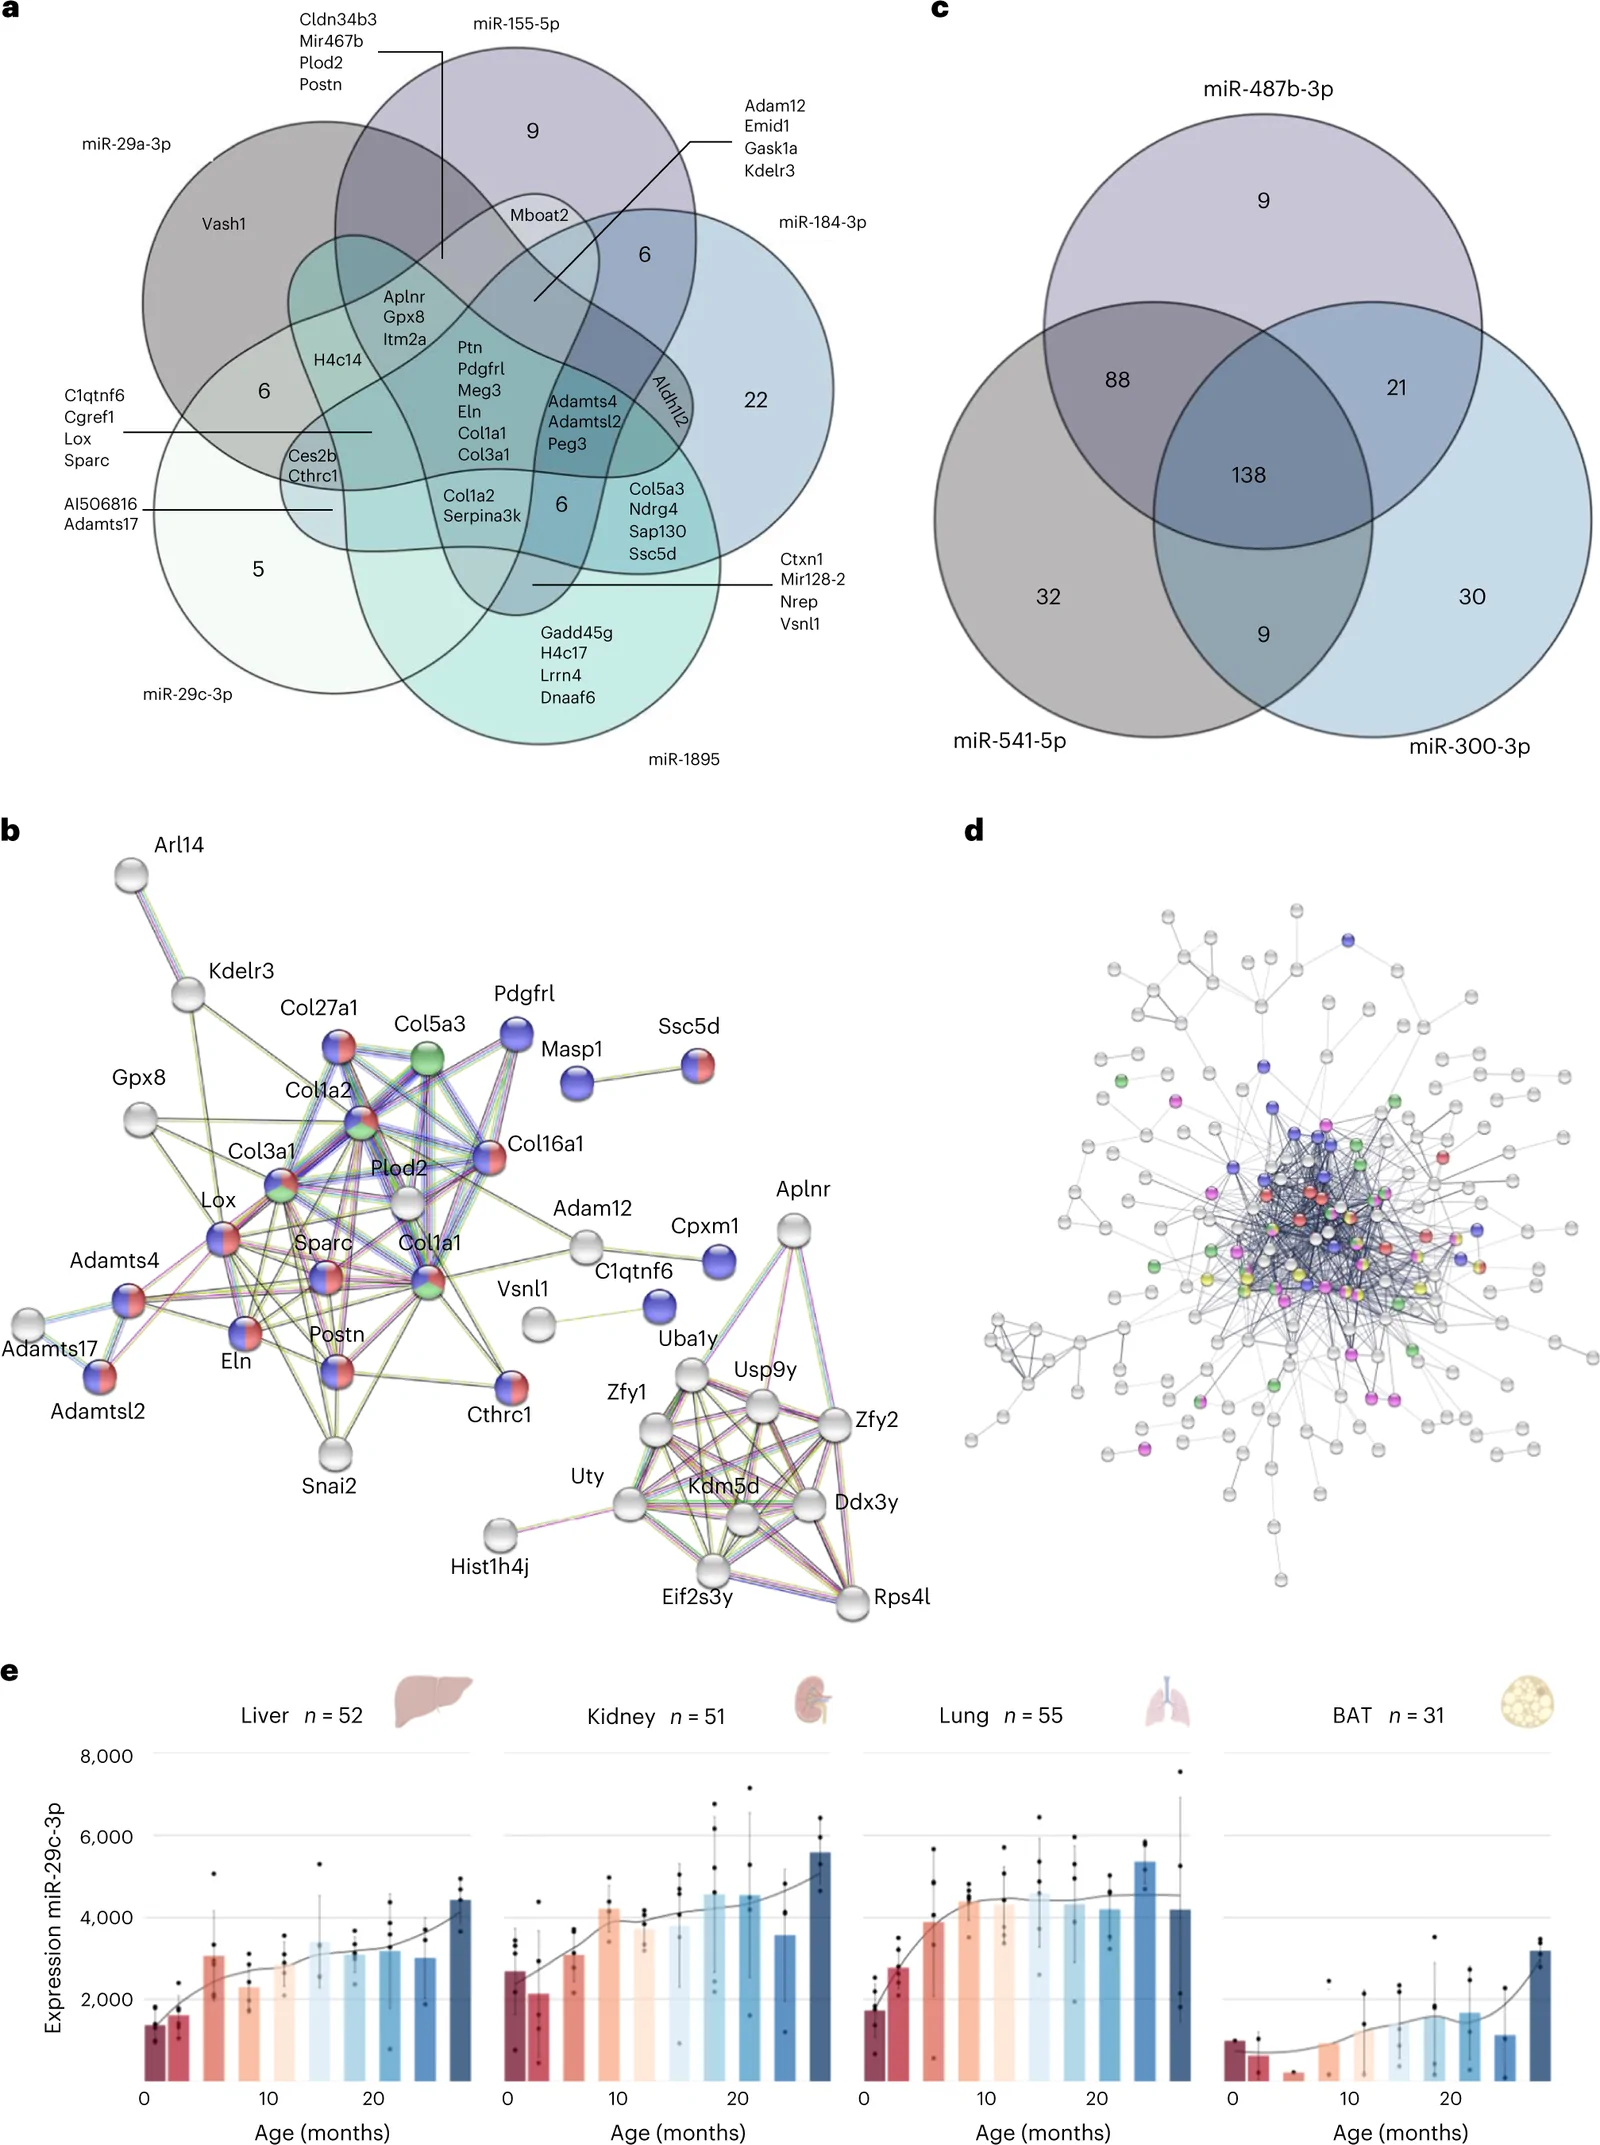
mRNA target correlation analysis for global aging miRNAs. **a**, Venn diagram of predicted target transcripts of the five global aging miRNAs positively correlated with age in most tissues. Targets are identified via inverse correlation of expression values (Spearman’s rho < −0.4, Spearman’s statistics *P* < 0.05, two-sided); only miRNA–mRNA target predictions were selected that are correlated in at least two tissues for one of the five miRNAs. **b**, STRING network for all connected proteins encoded by target transcripts of the global aging miRNAs positively correlated with age (**a**); nodes are color coded for pathways in red for ‘ECM’, purple for ‘secreted’ and green for ‘dysregulated miRNA targeting in insulin PI3K-AKT signaling’. **c**, Venn diagram of predicted target transcripts of the three global aging miRNAs negatively correlated with age in most tissues. **d**, STRING network for all connected proteins encoded by target transcripts of the negatively with age correlated global aging miRNA negatively correlated with age (**c**); nodes are color coded for pathways in red for ‘immune receptor activity’, in purple for ‘cytokine activity’, in yellow for ‘hematopoietic cell lineage’, in pink for ‘adaptive immunity’ and in green for ‘immunoglobulin’. **e**, Expression of miR-29c-3p in reads per mapped million in the liver (*r* = 0.69), kidney (*r* = 0.56), lung (*r* = 0.51) and BAT (*r* = 0.48) over the mouse lifespan (mean per timepoint ± s.d.), created with BioRender.

Consistent with the enriched pathways for the targets of cross-organ aging miRNAs were the enriched pathways for the targets of the local aging miRNAs. The ‘PI3K-AKT signaling pathway’, ‘protein digestion and adsorption’, ‘metabolic pathways’, ‘adipocytokine signaling pathway’ and ‘insulin resistance’ were found among the top 20 locally enriched pathways in targeted mRNAs (Extended Data Fig. 6b).

Through a reduction of miRNA expression during aging, the repression of gene expression is potentially reduced or even lost. Gene targets for global aging miRNAs reducing repression with age were identified via correlation (Fig. 2b) (*r* < −0.4, *P* < 0.05). The expression of three miRNAs, miR-300-3p, miR-487b-3p and miR-541-3p, decreased during the lifespan in five tissues. The overlap of their potential targets was high, with 138 of 327 predicted interactions (Fig. 3c and Supplementary Table 6). The identified targets exhibited a functional enrichment for pathways related to immune system processes, such as ‘cytokine–cytokine receptor interaction’, ‘Th1 and Th2 cell differentiation’, ‘Th17 cell differentiation’, ‘chemokine signaling pathway’ and ‘NF-kappa B signaling pathway’. The network was particularly dense in its center, with targets related to ‘adaptive immunity’, ‘immunoglobulin’, ‘hematopoietic lineage’, ‘immune receptor activity’ and ‘cytokine activity’ (Fig. 3d). We also determined the locally enriched pathways for all miRNAs in every individual tissue whose expression decreased upon aging via inverse correlation with mRNA targets. These were similarly dominated by immune-related processes (Extended Data Fig. 6c). As immune senescence and inflammation are hallmarks of aging^1^, it is crucial to further investigate these potentially age-sensitive regulation mechanisms.

We chose the global aging miR-29c-3p as an example for further investigation. In liver and kidney, expression increased monotonically over the lifespan as well as in BAT but at a lower baseline expression (Fig. 3e). In the lung, the steep increase during early adulthood ends at approximately 12 months of age. A general trend of miR-29c-3p expression increase was present in all tissues, but expression levels and the course of increase showed tissue-specific patterns (Extended Data Fig. 7).

### miR-29c-3p exhibits an organ-specific rejuvenation response

Expansive beneficial effects on cognition, muscle strength and bone repair have been observed for heterochronic parabiosis via a shared common circulation, or systemic infusions of young blood^22^. We sequenced tissue samples from a parabiosis intervention cohort to determine whether the young blood in aged individuals influences small ncRNA expression. The cohort was composed of 176 samples from six different organs of isochronic young (IY) and aged (IA), and heterochronic young (HY) and aged mice (HA) (Supplementary Table 1). Rejuvenation, the reversion of aging aspects, is the desired outcome of the intervention. However, it is accompanied by accelerated aging, the negative effect of the young sharing their blood with the old. In our study, the rejuvenation effect was measured by comparing the expression levels in IA mice with those detected in HA mice. In turn, the accelerated aging effect was defined by the difference between IY and HY mice (Extended Data Fig. 8a). Healthy aging was defined as the comparison of mice from the TMS cohort aged 3 and 21 months (AGE), closely matching the age distribution of the parabiosis cohort at takedown. Clustering the samples using t-SNE revealed tissue identity as major driver of variance across the experimental groups (Extended Data Fig. 8b,c).

We assigned deregulated miRNAs to the following groups: either (1) uniquely deregulated in rejuvenation (REJ unique) or in accelerated aging (ACC unique), or (2) deregulated in physiological aging as well as rejuvenation (REJ up and AGE down, REJ down and AGE up) or accelerated aging (AGE and ACC up/down). We found 233 uniquely deregulated miRNAs in rejuvenation and 43 in accelerated aging (Fig. 4a). Intriguingly, 17 age-related miRNAs were deregulated in the opposite direction in REJ. No miRNAs were deregulated in AGE and in the same direction in ACC, but the uniquely rejuvenated miRNAs were enriched in certain pathways in MAT (‘insulin resistance’, ‘adipocytokine pathway’, ‘type 2 diabetes mellitus’), which again have a role in nutrient sensing.

**Fig. 4:**
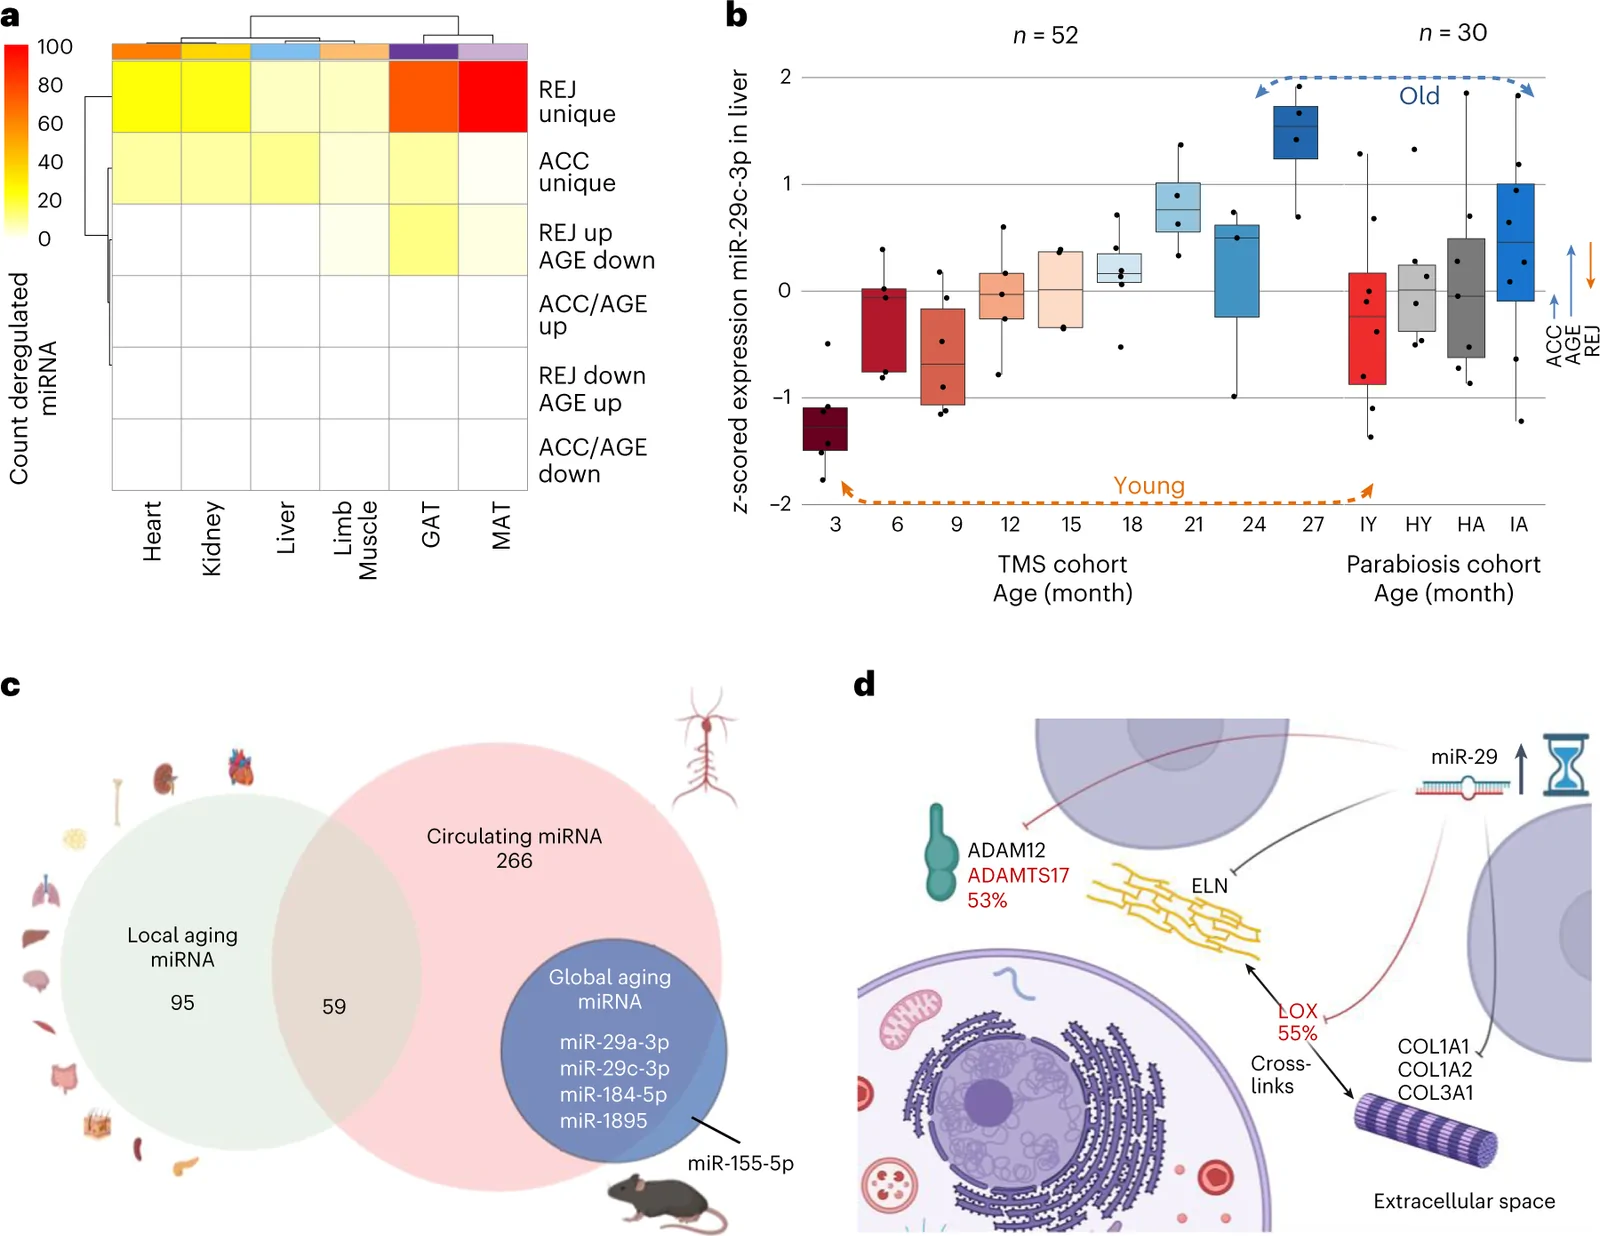
Compiled systemic mechanisms of global aging miRNAs. **a**, Heatmap of the absolute numbers of deregulated miRNAs in parabiosis for the six comparisons in all analyzed tissues—uniquely deregulated in REJ, uniquely deregulated in ACC, in REJ up-regulated and healthy aging (AGE) downregulated, and vice versa, in AGE and ACC up-regulated or downregulated, all values >100 set to 100. **b**, Boxplot of expression *z*-scores for miR-29c-3p per timepoint in the liver for healthy aging from the TMS cohort and *z*-scores of miR-29c-3p in the liver from the parabiosis cohort for the following four different groups: IY, HY, HA and IA; arrows on the right indicate the effect size of aging in the parabiosis cohort, rejuvenation and accelerated aging. Boxes span the first to the third quartile with the median value represented as line inside the box. The whiskers show the maximum and minimum values or values up to 1.5 times the interquartile range above and below the first or third quartile if outliers are present. **c**, Venn diagram of local aging miRNAs (exclusively positively correlated with age in one tissue; green), circulating miRNAs (all miRNAs expressed in EVs and serum, red) and global aging miRNAs (positively correlated with age in more than five tissues, blue). **d**, Summary of validated targets of miR-29 family members, shown in their cellular location. These targets are key proteins in processes related to the ECM; newly validated targets are shown in red. Created with BioRender.

For three global aging miRNAs, we discovered that changes in expression observed during healthy aging can be partially reversed in response to parabiosis. For miR-29c-3p, we measured a strong rejuvenation effect in the liver, four times higher than the effect of accelerated aging (Fig. 4b). The other two global aging miRNAs miR-184-3p in the liver and miR-300-5p in GAT showed similar trends of reversed expression but with a lower magnitude (Extended Data Fig. 9a,b). Considering the pronounced globally aging versus local rejuvenation profile of miR-29c-3p, we chose to explore systemic effectors and mediators of these signals.

### Expression of circulating mir-29 family increases with aging

MiRNAs can circulate in the plasma and EVs between organs. We thus assessed the abundance of miR-29c-3p in both plasma and the vesicle-bound fraction using an independent cohort^23^. 

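The independent cohort comprised 14 female mice of C57BL/6N, an inbred laboratory strain: 3 mice at 2 months of age, 4 at 6 months, 3 at 8 months, 2 at 12 months and 2 at 18 months. By the submitters' protocol, blood of each mouse was kept apart and nothing was pooled. Cells, platelets and debris were removed from the plasma by centrifugation, and ultracentrifugation then separated a pellet enriched in extracellular vesicles (EVs) from the remaining EV-depleted fluid, called plasma here. Each mouse therefore gave 1 small RNA library per fraction, 28 libraries in all. The labels of 2 plasma libraries at 2 months, replicates 2 and 3, carry the same code, which joins the numbers of both mice. The labels thus leave open whether each of them holds the plasma of 1 mouse, as the protocol states, and they were counted as 2 mice and matched to their EV libraries by replicate number only.

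The authors deposited a table of estimated counts for 80668 RNAs, 1966 of them miRNAs, and the same table scaled by library (RPM, which the study's methods call rpmm). The aligner, the annotation and the rule for reads that match several RNAs are not given for this cohort in the sources used here. Counts of 46 miRNAs were not whole in every library, and these were rounded for the count tests. Total counts per library were between 928651 and 23905651 in plasma, with a median of 8673146.5, and between 4764338 and 52753818 in EVs, with a median of 12455662.5. The RPM values equal the counts divided by 1 number per library, which is not the total count, since the RPM of a library sum to between 930340 and 3809005. That number lay between 587371 and 8788290 in plasma and between 4605305 and 13849769 in EVs. A single read was worth 1.70 RPM in the shallowest plasma library, replicate 1 at 6 months.

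The miRNAs took 0.362% ± 0.0837 (SD, n = 14) of all counts in plasma and 0.397% ± 0.112 in EVs, so each library holds between 4977 and 82646 miRNA counts in plasma and between 20063 and 203624 in EVs. Between 293 and 786 miRNAs had a read in a plasma library, and between 528 and 875 in an EV library. The reads carry no molecular identifiers in the sources used here, so intervals and detection limits cover counting error only. From these tables, RPM were correlated with age in each fraction, and the rounded counts were tested with edgeR after TMM normalization over miRNAs. Tests covered miRNAs with at least 1 RPM in more than 10% of the libraries of a fraction, that is in at least 2 of 14. RPM depend on the other RNA classes of a library, and TMM does not, so values with TMM are given beside RPM for some results. Where no scale is named, a correlation of a miRNA or a marker list with age is of RPM.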

Analyzing the expression at five timepoints across the lifespan from 2 to 18 months allowed us to correlate and compare the abundance of the miRNA in plasma and EVs. 

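In plasma, miR-29c-3p averaged 29.4 ± 18.4 RPM (SD, n = 14 mice), from 20 to 400 counts per library. Its mean in EVs was 41.8 ± 31.2 RPM (SD, n = 14), from 104 to 1238 counts. The value was higher in EVs in 10 of 14 mice. With age in the model, the log2 fold change of EVs over plasma was 0.19 (standard error 0.16, adjusted p = 0.444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 333 miRNAs). The related miR-29a-3p and miR-29b-3p had log2 fold changes of 0.14 (adjusted p = 0.523) and 0.06 (adjusted p = 0.845) in the same test. This test has no term for the mouse, so it does not weigh the difference against the spread within mice. With a block by mouse the adjusted p of these 3 miRNAs stayed above 0.05 too. With RPM scaling the log2 fold changes were 0.44 for miR-29c-3p, 0.40 for miR-29a-3p and 0.28 for miR-29b-3p (adjusted p = 0.335, 0.347 and 0.531 from edgeR's test). Reads of miR-29b-3p can come from 2 hairpins, and some of its counts are not whole numbers.

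Of the 333 miRNAs tested, 61 differed between the fractions at an adjusted p under 0.05, 27 higher in EVs and 34 higher in plasma. The block by mouse moved this number most, to 88 miRNAs with 40 higher in EVs. Scaling to RPM in place of TMM moved the median log2 fold change of all miRNAs by 0.25 toward EVs and gave 43 miRNAs, 28 higher in EVs and 15 in plasma. With each mouse left out, the number higher in EVs lay between 20 and 31 and that higher in plasma between 19 and 35, with more in EVs than in plasma in 7 of 14 cases. The number higher in plasma fell most without 12-month replicate 2 (19), 12-month replicate 1 (22) and 18-month replicate 2 (22). The largest difference toward EVs among miRNAs that moved the same way in every mouse was that of miR-1956, at 2.47 ± 1.89 RPM in plasma and 22.7 ± 11.1 RPM in EVs (SD, n = 14), a log2 fold change of 3.09 (standard error 0.41, adjusted p = 1.42e-06, same test). It was followed by miR-3068-3p (log2 fold change 2.69, adjusted p = 0.000154) and miR-12188-5p (1.34, adjusted p = 0.000522). Toward plasma the largest was miR-704, at 3.85 ± 1.39 RPM in plasma and 1.02 ± 0.471 RPM in EVs (SD, n = 14), a log2 fold change of -2.11 (standard error 0.25, adjusted p = 3.49e-07, same test). Next came miR-6409 at -1.87 (adjusted p = 2.03e-05) and miR-1897-5p at -1.74 (adjusted p = 0.00326). These 6 miRNAs kept their direction and their adjusted p under 0.05 under each of the other settings tried and with each mouse left out.

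**Figure D1:**
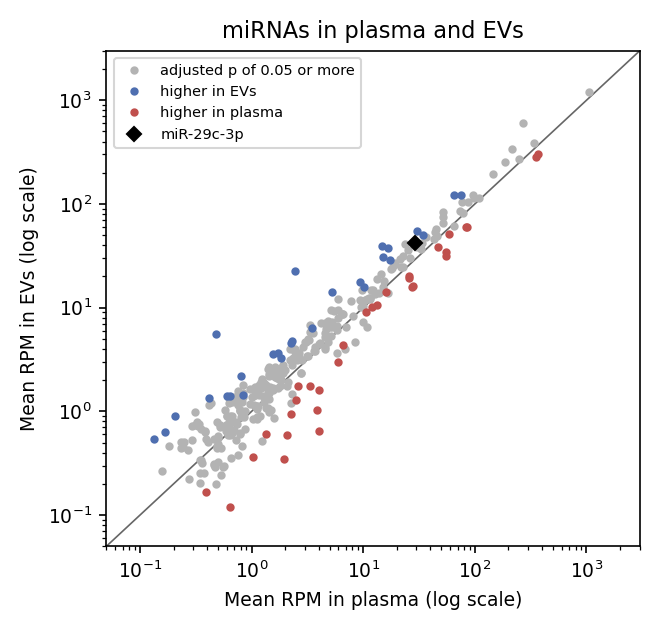
Mean RPM of the 333 miRNAs tested in plasma (horizontal, log scale) and EVs (vertical, log scale), each point 1 miRNA averaged over 14 mice, with the line of equal RPM. The 27 miRNAs higher in EVs and the 34 higher in plasma at an adjusted p under 0.05 are coloured, and miR-29c-3p, at 29.4 and 41.8 RPM, is drawn as a diamond among the miRNAs that did not differ.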

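In plasma, miR-29c-3p averaged 15.8 ± 6.92 RPM (SD, n = 3 mice) at 2 months, 35.9 ± 21.3 (n = 4) at 6 months, 15.4 ± 5.86 (n = 3) at 8 months, 34.3 ± 19.4 (n = 2) at 12 months and 52.6 ± 7.56 (n = 2) at 18 months. At the same ages and in the same mice, the means in EVs were 22.8 ± 12.0, 33.1 ± 30.7, 20.1 ± 3.37, 90.9 ± 2.16 and 71.0 ± 13.4 RPM. One of the 6-month mice, replicate 4, had 78.9 RPM in EVs, where the other mice of its age had between 14.7 and 23.0 RPM.

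Spearman's rho of RPM with age, the measure the methods name for the tissue cohorts, was 0.389 in plasma (two-sided permutation test, p = 0.169, adjusted p = 0.169) and 0.607 in EVs (p = 0.0248, adjusted p = 0.0495). Pearson's r was 0.556 in plasma (permutation p = 0.0373, adjusted p = 0.0498) and 0.654 in EVs (permutation p = 0.0113, adjusted p = 0.0452). The adjusted values, by Benjamini-Hochberg, cover these 4 correlations over 14 mice each. Without the 2 mice of 18 months, which lie farthest from the median age, Pearson's r was 0.256 in plasma (permutation p = 0.429) and 0.616 in EVs (permutation p = 0.0311), and rho was 0.148 (permutation p = 0.643) and 0.485 (permutation p = 0.112). With TMM, rho without these mice was 0.463 in plasma (permutation p = 0.131) and 0.677 in EVs (permutation p = 0.0186). The relation in plasma rests on those 2 mice among others, since Pearson's r of RPM also had a permutation p above 0.05 when 1 of 5 younger mice was left out, 2-month replicate 2 or 3, 6-month replicate 2 or 3, or 12-month replicate 2, with r between 0.504 and 0.552. In EVs, rho had a p above 0.05 when 2-month replicate 1 was left out (0.557, p = 0.0507), when either 12-month mouse was (0.542, p = 0.0587) and when 18-month replicate 2 was (0.539, p = 0.0604), by the same permutation test. Normalization within miRNAs raised rho most, to 0.629 in plasma with TMM (permutation p = 0.0180) and to 0.749 in EVs with DESeq2 size factors (permutation p = 0.00251). The difference between the fractions, rho in EVs minus rho in plasma, was 0.218 (exact test over all 16384 swaps of the fractions within mice, p = 0.343). It was 0.0967 with TMM (p = 0.392) and 0.133 scaled to miRNA reads (p = 0.0938), by the same exact test. Without the 2 mice of uncertain pairing, which are 2 of the 3 youngest, the difference was 0.547 with RPM (exact test over 4096 swaps, p = 0.000977), 0.173 with TMM (p = 0.117) and 0.212 scaled to miRNA reads (p = 0.0625). The swaps treat the fractions as alike in level as well as in relation with age. Mean RPM was 29.4 in plasma and 41.8 in EVs, so a small p with RPM does not by itself show that the rho differ. Exchanging the plasma libraries of the 2 mice of uncertain pairing cannot change either rho, since both mice are 2 months old. The difference then stays at 0.218 by construction, and only the p could move (exact test, p = 0.395).

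**Figure D2:**
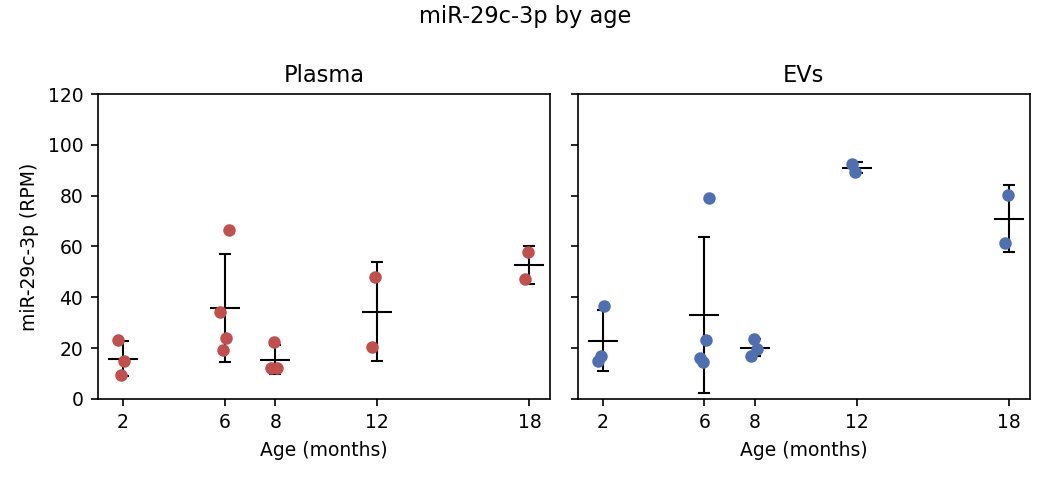
RPM of miR-29c-3p (vertical) by age in months (horizontal) in plasma and in EVs, each point 1 mouse, with the mean (long bar) and SD (whiskers) of each age. The 2 mice of 12 months average 34.3 RPM in plasma and 90.9 RPM in EVs, and the 6-month EV value of 78.9 RPM is replicate 4.

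Counts gave the same direction. The log2 change of miR-29c-3p per month of age was 0.078 in plasma (standard error 0.025, adjusted p = 0.174 from edgeR's quasi-likelihood test over 304 miRNAs) and 0.083 in EVs (standard error 0.022, adjusted p = 0.0639 over 307 miRNAs), neither under 0.05. In EVs the adjusted p was under 0.05 with DESeq2 (log2 change per month 0.080, adjusted p = 0.0460) and in edgeR's test with log2 of age (0.42 per doubling of age, adjusted p = 0.0454), and in plasma it was above 0.05 in both (0.129 and 0.108). With each mouse left out, the adjusted p of edgeR's test ranged from 0.0388 to 0.409 in plasma and from 0.00250 to 0.267 in EVs, in both cases lowest without 6-month replicate 4. The slope in EVs minus that in plasma was -0.0056 (standard error 0.033, adjusted p = 0.997 from edgeR's test of the interaction of age and fraction), and its sign changed with the normalization.

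At the study's threshold of rho over 0.5 or under -0.5, 26 of 304 miRNAs were correlated with age in plasma, 9 positively and 17 negatively, and 34 of 307 in EVs, 33 positively and 1 negatively. With TMM the numbers were 24 and 22 in plasma and 24 and 11 in EVs. Counted from the highest rho, miR-29c-3p stood at place 30 in plasma and place 6 in EVs, with an adjusted p over all miRNAs of 0.801 and 0.536 (permutation test). With TMM it stood at place 4 and place 3, and scaled to miRNA reads at place 9 and place 1. By edgeR's test, 0 of 304 miRNAs had an age trend in plasma at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 47, and DESeq2 called 2 miRNAs, miR-140-3p and miR-3963. The 3 smallest p by edgeR's test in plasma were those of miR-3963, miR-296-5p and miR-3968. Their log2 changes per month were 0.14, -0.20 and 0.11 (adjusted p = 0.0956, 0.152 and 0.158). They were called under 4 of 10, 2 of 9 and 1 of 10 other settings. In EVs edgeR called 1 of 307 miRNAs, miR-296-5p (log2 change per month -0.19, standard error 0.036, adjusted p = 0.0103), with 37 at an unadjusted p under 0.05, and DESeq2 called 5, miR-29c-3p among them. The next smallest p in EVs were those of miR-7092-3p and miR-146a-5p. Their log2 changes per month were -0.48 and 0.099 (both adjusted p = 0.0549 from edgeR's test). They were called under 4 of 7 and 2 of 8 other settings. In EVs miR-7092-3p averaged 0.267 RPM with 0 to 18 counts per library, and miR-296-5p 0.987 RPM with 1 to 32 counts. The slopes of both rest on few reads, while miR-146a-5p averaged 31.5 RPM. In plasma miR-296-5p averaged 1.42 RPM with 1 to 54 counts. Leaving out 2-month replicate 1 or replicate 3 took the call of miR-296-5p away (adjusted p = 0.0647 and 0.0732 from edgeR's test), and RPM scaling did too.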

We observed an increase of miR-29c-3p expression correlated with age for both fractions (*r* = 0.56 (plasma) and 0.65 (EVs)). 

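With the study's rule of at least 1 RPM in more than 10% of the libraries of 1 group, taking each fraction as a group, 304 miRNAs were expressed in plasma and 307 in EVs. Of these, 278 were expressed in both fractions, 26 only in plasma and 29 only in EVs, which makes 333 circulating miRNAs. Scaling to the miRNA reads of each library alone moved this number most, to 1370.

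Of the 5 miRNAs that the study calls positively global aging, 4 were circulating by this rule, that is 80% (exact 95% binomial interval 28.4% to 99.5%). The number was 3 of 5, without miR-184-3p, when both fractions, 5 RPM or 1 RPM in at least 50% of the libraries were required. It was 5 of 5, with miR-155-5p, when each age in each fraction was taken as a group or when scaled to miRNA reads. miR-29a-3p, at 76.9 ± 35.4 RPM in plasma and 105 ± 73.8 RPM in EVs (SD, n = 14), and miR-29c-3p reached 1 RPM in all 14 libraries of each fraction. So did miR-1895, at 54.9 ± 17.9 RPM in plasma and 31.4 ± 16.1 RPM in EVs (SD, n = 14), although short pieces of its hairpin also occur in transcripts of 33 other genes. miR-184-3p reached 1 RPM in 1 plasma library and 2 EV libraries, with 11 counts in plasma and 53 in EVs over all 14 libraries, and was no longer circulating without 2-month replicate 3 or without 6-month replicate 4. miR-155-5p was not circulating: it reached 1 RPM in 0 plasma libraries and 1 EV library, with 35 and 79 counts in all. No read was counted on miR-184-5p in either fraction, which allows up to 0.0352 RPM in plasma and 0.0252 RPM in EVs over the pooled libraries. The 3 negatively global aging miRNAs, miR-300-3p, miR-487b-3p and miR-541-5p, had at most 5 counts in any library and none was circulating, though all 3 were when scaled to miRNA reads. The rule counts detection and not a rise with age. In plasma and EVs, rho with age was 0.328 and 0.587 for miR-29a-3p and 0.0719 and 0.276 for miR-1895. For miR-184-3p, with its few counts, it was -0.242 and -0.447.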

The share of positive global aging miRNAs detected as circulating was higher than the share of local aging miRNAs (38.3%) (Fig. 4c). This supports our hypothesis that miRNAs traveling via the shared circulatory system could have a role in the positive effect of parabiosis.

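The local aging miRNAs were compared on the 190 miRNAs of Supplementary Table 3, which lists Spearman's rho with age in 16 tissues for miRNAs expressed in all of them. Local aging miRNAs that are not expressed in every tissue are absent from it, so the shares hold for this set alone. Of the 88 with rho over 0.5 in exactly 1 tissue, 56 were circulating, that is 63.6% (exact 95% binomial interval 52.7% to 73.6%). Among the 48 miRNAs of the same set with rho over 0.5 in at least 2 tissues 20 were circulating (41.7%, two-sided Fisher's exact test against the former, p = 0.0186), a difference of 22.0 percentage points that no longer had a p under 0.05 under 5 of the other settings tried. The other 54 miRNAs have rho over 0.5 in no tissue and under -0.5 in at least 1, and 18 of them were circulating (33.3%, Fisher's exact test, p = 0.000541). The 5 positive global aging miRNAs were too few for a test of a higher share than the 56 of 88, since even 5 of 5 in circulation would give p = 0.161 by Fisher's exact test. From the higher share of global aging miRNAs in circulation, over its own list of local aging miRNAs, the paper proposes that miRNAs carried in the shared circulation could contribute to the effect of parabiosis.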

MiR-29c-3p could regulate gene expression in pathways resulting in health improvements by entering the tissue via the blood in vesicles. Recently, miRNAs with certain sequences were shown to be more likely secreted in small EVs, and their capability to inhibit target genes in recipient cells is enhanced^8^. One so-called EXOmotif is CNGGNC, which is very similar to a sequence found in the mature mmu-miR-29c-3p CUGGUG. 

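In the mouse genome assembly GRCm38 with the GENCODE M21 annotation, the gene of the miR-29c hairpin, Mir29c, lies on the plus strand of chromosome 1 from 195037547 to 195037634. It is inside an exon of A330023F24Rik and overlaps Cd46 on the other strand. Its 88 nt read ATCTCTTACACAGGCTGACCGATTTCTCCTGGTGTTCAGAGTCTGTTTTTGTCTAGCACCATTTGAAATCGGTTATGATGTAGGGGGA. The bases CTGGTG, as DNA, occur 1 time, at positions 29 to 34 counted from 1 at the 5′ end of the hairpin, which is 5′ of its midpoint, and CNGGNC occurs 0 times. The 3p arm comes from the part 3′ of the midpoint, where CTGGTG was found 0 times. Neither motif occurs in the hairpins of Mir29b-2, on chromosome 1 from 195037040 to 195037120, of Mir29a, on the minus strand of chromosome 6 from 31062660 to 31062747, or of Mir29b-1, on the minus strand of chromosome 6 from 31063023 to 31063093. Over the 14 libraries of each fraction, the 3p arm of miR-29c had 2369 counts in plasma and 5133 in EVs, and its 5p arm had 11 counts in plasma and 28 in EVs. The mature sequences of the arms were not used here.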

We performed luciferase assay experiments to validate our predictions for mir-29-family members on target genes related to aging. *Lox* and *Adamts17* were validated as high confidence targets, and *Vash1* was validated as a low confidence target (Extended Data Fig. 9c,d). Previously known targets from the literature (*Eln, Col1a1, Col1a2, Col3a1 and Adam12*), as well as *Lox* and *Adamts17*, are components in ECM processes (Fig. 4d), supporting our hypothesis that mir-29-family members have a crucial role in organismal aging due to their repressive regulatory function on these targets.

## Discussion

We extended the TMS and parabiosis transcriptome datasets by bulk ncRNA sequencing and combined the data to highlight interactions of biomolecules and their functions to reveal potential regulatory mechanisms of aging. We report organ-specific trajectories during aging for miRNAs using organism-wide clustering. We thereby observed enrichment of miRNAs in pathways related to insulin resistance, especially for adipose tissue organ-specific miRNA trajectories. These results relate the miRNA expression changes to deregulated nutrient sensing.

Moreover, we identified global aging miRNAs negatively and positively correlated with age. The increased expression levels of miR-29c-3p in age are partially reversible through heterochronic parabiosis. miR-29c is known as a negative regulator of RAG1 in B cells in mice and humans. Overexpression of miR-29c thereby reduces V(D)J recombination^24^, which is a major process shaping the immune system repertoire, to support clearance of infectious agents, infected cells and cells on the verge of malignant transformation^1^. The global increase in this miRNA in several tissues and the already-known regulation of the immune system suggest that the immune senescence aggravating the aging phenotype could be caused by this development. Another age-related pathology is the process of cellular senescence, which is regulated by the TGF-β/Smad pathway. TGF-β signaling involves miR-29-induced loss of H4K20me3 to promote senescence^25^. In a brain-specific miR-29 knockdown mouse, sex-specific effects on lifespan and reproduction were observed^26^. To prove that miR-29 has a causal role in processes responsible for cellular aging and rejuvenation, detailed knockdown or knockout experiments are needed.

Future studies should also focus on gathering single-cell miRNA data to explain which cell types are responsible for the expression of miRNA aging markers. High-throughput single-cell sequencing and vesicle sequencing could help us to distinguish between cellular miRNA expression and vesicles. MiRNAs can be transported via EVs and thereby mediate the regulation of aging-related processes^27^. Also, miRNA-mediated gene silencing, which we based our targeting analysis on and used for validation, is only one mode of action of gene expression regulation. Other modes of action worth mentioning are miRNA-mediated translational activation, miRNA-mediated transcriptional and post-transcriptional gene regulation within the nucleus^28^. A more detailed view of cell-type-specific and vesicular expression might explain why we found distinct miRNA trajectories of aging in adipose tissue while the strongest rejuvenation effects for global aging miRNAs, especially miR-29c-3p, occurred in the liver. The miRNA is known the be expressed highest in T and B cells^24^, but is also expressed in liver hepatocytes (Extended Data Fig. 10) and reported as a potential tumor suppressor in human^29,30^. Hence, revealing the responsible cell type could help illuminate which mechanisms modulate miRNA expression levels. It is also necessary to discern which changes impact the transcriptome and proteome in different tissues and cellular compositions, as miRNA targetomes can differ across cell types^31^. Currently, only a few different protocols for single-cell miRNA sequencing exist and no high-throughput gold standard is available^32^.

Another limitation of the study is the known issues of small RNA library production as adapter ligation bias, adapter dimer contamination, polymerase chain reaction (PCR) amplification bias, barcode bias and the influence of RNA degradation on ncRNA profiles^33–35^. The challenge of sequencing mainly fragments for six of the eight RNA classes is related to these. Potentially, a major part of piRNA reads in the somatic tissues could have been derived from piRNA-sized fragments of other ncRNAs. These fragments are annotated in piRNA databases even though their biogenesis is perhaps independent of the PIWI pathway^13^. However, these piRNA-like small RNA are known to have important roles outside of the germline^36^. TRNA-derived small RNAs, which have a biological role by inhibiting translation or regulating gene expression, are studied likewise in aging and age-related diseases^37^. We decided not to exclude these data, so our study can be used as a reference for future studies aiming to analyze for instance tRNA-derived fragments or piRNA-like small RNAs in more detail. Of note, the fragments of longer ncRNAs are not necessarily surrogates of the full-length mature transcripts but can occur due to degradation processes. The biological function of respective mapping results remains to be explored.

In summary, our study provides a rich resource for biologists across many disciplines, as ncRNAs for all major organs across the entire lifespan of the mouse were sequenced. Reference data for healthy aging are important, because miRNAs are promising candidates for age-specific disease biomarkers^10^, and patterns of physiological aging must be defined not only in blood but also in every solid organ to promote the development of successful RNA-based therapies.

## Methods

### Samples

Mouse tissues of the aging cohort were obtained, and RNA was isolated as previously described^5^. From the National Institute on Ageing colony (Charles River) male and virgin female C57BL/6JN mice were shipped to the Veterinary Medical unit at the VA Palo Alto. The mice were housed on a 12-h light/dark cycle at 20–24 °C with food and water provided ad libitum. Humidity was monitored daily and between 23% and 55%. Mice from both cohorts were anesthetized with 2.5% vol/vol avertin, and mice were weighed and shaved. Blood was drawn via cardiac puncture before transcardial perfusion with 20 ml PBS. Dissection of organs was performed in the following order and then instantly frozen on dry ice: pancreas, spleen, brain, heart, lung, kidney, mesenteric adipose tissue, intestine (duodenum), gonadal adipose tissue, muscle (tibialis anterior), skin (dorsal), subcutaneous adipose tissue (inguinal pad), brown adipose tissue (interscapular pad), bone and bone marrow (femurs and tibiae). Bulk RNA samples of the heterochronic parabiosis cohort consisting of male C57BL/6JN, C57BL/6J and C57BL/6-Tg(UBC-GFP)30Scha/J mice were collected as previously described^22^ (Supplementary Table 1). The 3- to 4.5-month-old and 19-month-old mice were housed under the same conditions as the aging cohort mice. Suturing together the peritoneum of adjacent flanks of two mice, forming a continuous peritoneal cavity, accomplished the aging intervention parabiosis via the peritoneal method. To enable coordinated movement after surgery, adjacent knee joints and elbow joints were joined with nylon monofilament sutures, as well as skin with surgical autoclips. These procedures were conducted with aseptic conditions on heating pads, with mice under continuous isoflurane anesthesia. Mice were injected with Baytril (5 µg g^−^^1^), buprenorphine and 0.9% (wt/vol) sodium chloride to avoid infection, limit pain and promote hydration, as previously described in ref. ^22^. For 5 weeks, the pairs remained together, and organs were collected. First, heart, liver, kidney, then MAT and GAT, and finally limb muscle were collected in this order, all within 30–40 min. All animal care and procedures were carried out in accordance with institutional guidelines approved by the VA Palo Alto Committee on Animal Research (Protocol, LUO1736). RNA was isolated according to the manufacturer’s protocol with the miRNeasy Kit (Qiagen, 217084). All RNA samples were shipped to the Institute of Human Genetics. Samples of the TMS cohort were additionally precipitated due to salt contamination. In brief, 150 ng of RNA was mixed with 3 M NAAC (pH 7.0) and 100% EtOH and incubated overnight at -20 °C. This was centrifuged at 20,817*g* at 4 °C for 60 min. Supernatant was discarded and the pellet was washed with 80% EtOH, followed by another centrifugation for 30 min (20,817*g*, 4 °C). Supernatant was again discarded, the pellet was dried on ice and resuspended in 50 µl 1x TE buffer. Quality control of concentration was performed with the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), and the RNA integrity was determined using the Agilent RNA 6000 Nano Kit (Agilent Technologies, 5067-1512) for randomized samples of the cohorts.

### Sample size, randomization and blinding

No sample size choice was performed before the study. During mouse dissection, order and preparation of 96-well plates for cDNA creation randomization was performed. No blinding was performed; the authors were aware of all data and metadata-related variables during the entire course of the study.

### Library preparation

Small RNA library preparation was performed using the MGIEasy Small RNA Library Prep Kit (Item 940-000196-00) and the high-throughput MGI SP-960 sample prep system according to the manufacturer’s protocols. In brief, 3′- and 5′-adapters were ligated to the RNA, and reverse transcription (RT) was performed using an RT primer, in which sample-specific barcodes were incorporated. The resulting cDNA was amplified in a PCR with 21 cycles. The amplification product was size selected and purified using AMPure Beads XP (Beckman Coulter). The size of the purified PCR products was checked using an Agilent DNA 1000 Kit (Agilent Technologies), and the concentration was determined using Qubit 1X dsDNA High Sensitivity (Thermo Fisher Scientific). For each library, 16 samples, barcoded with barcodes 1–4, 13–16 and 25–32, were pooled in an equimolar fashion at a concentration of 4.56 ng µl^−1^. Pooled libraries were circularized and sent for sequencing. A total of 65 libraries consisting of 947 samples were analyzed in the project.

### Sequencing and data analysis

Samples were sequenced single-ended on the BGISEQ500RS using the High-throughput Sequencing Set (SE50) (Small RNA) as a service provided by BGI. The sequencing data were processed with miRMaster 2.0 using standard settings^38^ and mapped read percentages were generated. Data analysis was performed using RStudio Software v4.0.3 with the following packages: viper v1.26.0, data.table v1.14.2, ggrepel v0.9.1, ggvenn v0.1.9, M3C v1.14.0, ggridges v0.5.3, forcats v0.5.1, purrr v0.3.4, tidyr v1.2.0, tibble v3.1.6, ggplot2 v3.3.5, tidyverse v1.3.1, viridisLite v0.4.0, ColorBrewer v1.1-2, reshape2 v1.4.4, pheatmap v1.0.12, Mfuzz v2.52.0, DynDoc v1.70.0, widgetTools v1.70.0, e1071 v1.7-9, stringr v1.4.0, dplyr v1.0.8, readr v2.1.2 and Biobase v2.52.0.

Samples were excluded if fewer than 2 million aligned reads were detected while allowing one mismatch per read. Using Bowtie (v1.2.3.), reads were mapped against the RNA sequence derived from the respective databases (miRNAs: miRBase 22, tRNAs: GtRNAdb 18.1, piRNA: RNACentral 15, all other ncRNAs: Ensembl 100). Only the first paralog was retained for analysis, additional paralogs are listed in Supplementary Table 7. As the lengths of the mature ncRNAs matched with our sequencing read length exclusively for miRNAs and piRNAs^39^, we calculated detailed covered sequence length statistics. These analyses verify that not only random fragments were sequenced for the other ncRNA classes. Such fragments can occur as a result of a physiological process like tRNA-derived fragments and have a regulatory role in aging^37^ or can be products of postmortem RNA degradation. The amount and distribution of degradation fragments are highly influenced by the RNA quality^35^. Covered read length, reference read length, longest covered region, covered percentage reference length, longest mapping read, total reads mapping and average covered read length are listed in Supplementary Table 2 for all detected ncRNA. All mature ncRNAs are represented by their highest counting precursor.

Percentages of aligned reads per sample derived from the miRMaster analysis were used to calculate mean percentages within each tissue and each timepoint. As a first filtering step, piRNAs were filtered for those encoded in prepachytene genomic piRNA clusters as an established method to identify true somatic piRNAs^14,15^.

For global analyses (analyses independent of the organ), samples were filtered for 1 rpmm in at least one sample in the cohort. As a global analysis, we performed a t-SNE and a principal variance component analysis (PVCA). All samples were clustered in an unweighted t-SNE with a seed set to 40 using the M3C package. A t-SNE is an optimized dimensionality reduction method used for the visualization of high-dimensional data^40^. A PVCA was used to estimate the variability of biological and technical parameters. Data dimensionality is reduced through a principal component analysis.

For local analyses, tissue-specific patterns were considered, further requiring that ncRNAs were expressed with 1 rpmm in at least 10% of the samples for each tissue. Percentages of counts per RNA class and tissue were calculated with the total number of counts within a tissue and the respective mean number of counts of the RNA classes. Percentages of counts per tissue and timepoint were calculated with the percentage of counts per sample after local filtering with the total RNA class counts. Timepoint percentages were calculated as means of the corresponding samples at each timepoint and in each tissue. Spearman rank correlations with age of each ncRNA expressed in each tissue were calculated and illustrated in a density plot grouped by RNA class. Spearman rank correlation between miRNA expression and age was categorized into positively (*r* > 0.5) and negatively (*r* < −0.5) correlated and annotated with *P* values (Supplementary Table 8). Based on this categorization, the number of tissues in which a miRNA was (anti-) correlated with age was determined. MiRNA FCs in each tissue were computed with the mean expression of each later timepoint, always comparing against 3 months. Features with mean expression of 0 for 3 months of age were excluded from this analysis. FCs lower or higher than 2/3 and 3/2, respectively, were considered deregulated. *P* values were only calculated with *t*-tests for comparisons with at least three samples per timepoint and adjusted for each tissue and timepoint separately with the Benjamini and Hochberg method. For the volcano plots, log_2_(FC) was calculated and all FC equal to 0 were discarded. Volcano plots for each tissue were generated with the −log_10_(*P* values) versus the log_2_(foldchange) and colored by timepoint. Organism-wide miRNA trajectory clustering was performed using the Mfuzz package, which clustered based on fuzzy c-means algorithms, and the number of clusters c between 2 and 20 was individually determined for each clustering using the minimum centroid distance measure. For the organism-wide clustering of the *z*-scored miRNAs over all tissues, 20 was determined as optimal. A cluster was deemed tissue-specific if at least 30% of the miRNAs in a cluster were tissue-specific.

The coding transcriptome data for the same samples were obtained from the previous study^5^. mRNA targets of miRNAs were identified via negative correlation (*P* < 0.05, *r* < −0.4). For the local miRNA–mRNA interaction analysis, miRNAs exceeding the age-correlation interval between −0.5 and 0.5 were considered. The more stringent filtering approach for aging miRNAs was chosen to discover a small set of strong candidates from the millions of possible miRNA–mRNA interactions. For the global analysis, we considered targets inversely correlated with either the positive global aging miRNAs (miR-29a-3p, miR-29c-3p, miR-155-5p, miR-184-3p and miR-1895) or the negative global aging miRNAs (miR-300-3p, miR-487b-3p and miR-541-5p) in at least two tissues, to obtain the filtered target gene set. Using STRING, the protein–protein association network database^20^, we illustrated known connections between proteins encoded by the predicted mRNA targets of the global miRNAs.

For pathway enrichment analysis, an overrepresentation analysis (ORA) was performed with the target mRNAs of global miRNAs using GeneTrail 3.2 (ref. ^41^). An ORA was performed to identify the pathways negatively and positively regulated locally in all tissues through the local aging miRNAs. The standard parameters were used, with FDR adjustment and 0.001 as significance level. Heatmaps for positive and negative regulation of miRNA on target mRNA expression were generated with the top 20 and 25 nondisease-related pathways, respectively, (lowest *P* values) regulated in most tissues.

For the parabiosis cohort, sequenced samples were analyzed with the same filtering criteria as TMS samples. We detected 50,776 ncRNAs in the raw reads of this cohort and we filtered 5,248 abundant ncRNAs for the global analysis (t-SNE). To quantify the effects of parabiosis in each tissue, FCs were calculated between IY and HY mice for the effect termed accelerated aging (ACC) and between IA and HA mice for the effect termed REJ. The effects of physiological aging (AGE) were defined as the FC between 3- and 21-month-old mice from the TMS cohort, corresponding to the ages of young and aged mice in the parabiosis experiment. As previously, FCs exceeding the interval of 2/3 and 3/2 and a significant *P* value (*P* < 0.05) were considered as deregulated.

Expression data from the EVs study were obtained as previously reported in ref. ^23^. miRNAs were considered as expressed if they were detected with at least 1 rpmm for more than 10% of the samples of one group. The intersection between miRNAs expressed in circulating plasma and EVs and either global or local aging miRNAs was determined and visualized as a Venn diagram.

### Cell lines

The HEK 293T (ACC 635) was purchased from the German collection of microorganisms and cell cultures (Deutsche Sammlung von Mikroorganismen und Zellkulturen, DSMZ). STR fingerprinting by DSMZ confirmed the authenticity of the cell line. The cells were cultivated with DMEM (Life Technologies) supplemented with Penicillin (100 U ml^−^^1^), Streptomycin (100 µg ml^−1^) and 10 % (vol/vol) FCS and passaged two times a week for not longer than 3 months.

### miRNA expression plasmid and 3’UTR reporter plasmids

The cloning of the pSG5-miR-29a expression plasmid was described previously^42^. Targets for reporter plasmids were selected based on the predicted target genes for miR-29 from Fig. 3a, as miR-29a-3p and miR-29c-3p have the same seed sequence. Only target genes with at least a 7mer binding site and the lowest possible hamming distance between human and mouse 3’UTR and binding sites were selected. The 3’UTR reporter constructs were synthesized and cloned into reporter plasmid pMIR-RNL-TK using SpeI and SacI restriction sites by GeneArt (Life Technologies GmbH). The reporter plasmid pMIR-COL1A2, which was identified by ref. ^43^ as direct target gene of miR-29a-3p, served as positive control. The results of the control experiments are given in Extended Data Fig. 7d. The complete list of all tested 3′UTR sequences, including the respective NM accession number, is given in Supplementary Table 9.

### High-throughput miRNA interaction reporter assay

High-throughput analysis of reporter constructs was conducted by a liquid handling system and described previously in ref. ^44^. In brief, HEK 293T cells were seeded at 3.2 × 10^4^ cells per well in a 96-well plate using a liquid handling system epMotion 5,075 (Eppendorf). Twenty-four hours after seeding, cells were transfected with 50 ng per well of either reporter plasmid pMIR-RNL-TK, with or without insert, and 200 ng per well of miRNA expression plasmid pSG5-miR-29a or the empty expression vector pSG5. Forty-eight hours post-transfection, HEK 293T cells were lysed and the lysates were measured using a GloMax Navigator microplate luminometer (Promega) using Luciferase substrates of the Dual-Luciferase Reporter Assay System (Promega). High-throughput miRNA interaction reporter assay was conducted four times in technical duplicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41587-023-01751-6.

## Supplementary information

Reporting Summary
Supplementary TablesSupplementary Table 1: Metadata for all analyzed samples in the TMS and Parabiosis cohort, with information on tissue, organism, strain, age, sex and cohort. Table 2: Covered sequence length analysis with information for all ncRNAs detected in the TMS cohort; calculated information: Covered read length, reference read length, longest covered region, covered percentage reference length, longest mapping read, total reads mapping and average covered read length. Table 3: Spearman correlation of common miRNAs expressed in all tissues with age, displayed in Fig. 2a. Table 4: Foldchanges and *P* values of parametric two-sided *t*-test and nonparametric two-sided Wilcoxon–Mann–Whitney test for all comparisons 3 months versus all later timepoints in all individual tissues (for all comparisons: sample size per tissue per timepoint *n* > 3). Table 5: miRNA–mRNA interaction pairs identified in all tissues via negative correlation (*r* < -0.5, *P* < 0.05) for global aging miRNAs positively correlated with age (miR-29a-3p, miR-155-5p, miR-184-3p, miR-1895 and miR-29c-3p). Table 6: miRNA–mRNA interaction pairs identified in all tissues via negative correlation (*r* < -0.5, *P* < 0.05) for global aging miRNAs negatively correlated with age (miR-541-3p, miR-487b-3p and miR-300-3p). Table 7: List of paralog identifiers retained for analysis and their alternative paralog identifiers not further considered in the analysis. Table 8: Spearman rank correlation values for miRNAs expressed in each tissue with *P* value (Spearman’s statistics, two-sided). Table 9: List of tested 3′UTR sequences including the respective NM accession number.

## Data Availability

All data generated in this study are freely accessible from the Gene Expression Omnibus (GSE217458, GSE222857). Databases used in this study are miRBase 22 (https://www.mirbase.org/), GtRNSdb 18.1 (http://gtrnadb.ucsc.edu/), RNACentral 15 (https://rnacentral.org/) and Ensembl 100 (https://useast.ensembl.org/index.html).

# Supplementary material for: Characterizing expression changes in noncoding RNAs during aging and heterochronic parabiosis across mouse tissues
**Source:** Nat Biotechnol. 2023 Apr 27;42(1):109–18. doi: 10.1038/s41587-023-01751-6
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The main data is based on non-coding RNA sequencing results obtained from remaining RNA of the Tabula Muris Senis Study (doi: 10.1038/s41586-020-2496-1) and non-coding RNA sequencing of Parabiosis mice (doi: 10.1038/s41586-022-04461-2). Matching gene expression data was downloaded from previous publications and vesicle data was obtained from another study available as a preprint (doi: 10.1101/2021.05.07.443093). Samples were single-end sequenced on the BGISEQ500RS using the High-throughput Sequencing Set (SE50) (Small RNA) as a service provided by BGI, Hong Kong.                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | The sequencing data were processed with miRMaster 2.0 in standard settings and mapped read percentages were generated. Data analysis was performed using RStudio Software v4.0.3 with the following packages: viper v1.26.0, data.table v1.14.2, ggrepel v0.9.1, ggvenn v0.1.9, M3C v1.14.0, ggridges v0.5.3, forcats v0.5.1, purrr v0.3.4, tidyr v1.2.0, tibble v3.1.6, ggplot2 v3.3.5, tidyverse v1.3.1, viridisLite v0.4.0, ColorBrewer v1.1-2, reshape2 v1.4.4, pheatmap v1.0.12, Mfuzz v2.52.0 (fuzzy c-means algorithm), DynDoc v1.70.0, widgetTools v1.70.0, e1071 v1.7-9, stringr v1.4.0, dplyr v1.0.8, readr v2.1.2, Biobase v2.52.0. Samples were excluded if fewer than 2 million aligned reads were detected while allowing 1 mismatch per read. Using Bowtie (1.2.3.) reads were mapped against the RNA sequence derived from the respective databases (miRNAs: miRBase 22, tRNAs: GtRNAdb 18.1, piRNA: RNACentral 15, all other ncRNAs: Ensembl 100). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Databases used in this study: miRBase 22 (<https://www.mirbase.org/>), GtRNSdb 18.1 (<http://gtrnadb.ucsc.edu/>), RNACentral 15 (<https://rnacentral.org/>) and Ensembl 100 (<https://useast.ensembl.org/index.html>).

New Datasets generated in this study are available at GEO: GSE217458, GSE222857.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was used as described in previous publication (Schaum, N., Lehallier, B., Hahn, O. et al. Ageing hallmarks exhibit organ-specific temporal signatures. Nature 583, 596–602 (2020).). No statistical methods were used to pre-determine sample size. The number of mice was restricted due to costs and practical constraints of collecting and processing organs. However, the study is designed such that there are many closely related experimental groups (up to 10 different ages in close proximity across the lifespan), allowing for pooling of closely related ages, and for analyzes across the lifespan that include >50 samples. |
| Data exclusions | Samples with less than two million reads were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | Up to six mice per time-point were processed as biological replicates, information on all replicates is provided in Supplementary Table 1.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Randomization was performed in the case of mouse dissection order and during the preparation of 96-well plates for cDNA creation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Experimenter was blinded to samples during RNA processing and library generation. Blinding was not applicable for the transcriptomic data and non-coding RNA analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                 |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study). |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic                                                                   |

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Research sample   | <i>information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.</i>                                                                                                                                                                                                                                                                |
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                               |
|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                              |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i> |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in</i>     |

|                        |                                                                                                                                                                                             |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Access & import/export | compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK 293T (DSMZ - German Collection of Microorganisms and Cell Cultures GmbH)                                                                                                                             |
| Authentication                                                       | The human HEK 293T cell lines were purchased from the German collection of microorganisms and cell cultures (DSMZ). The authentication of these cell lines was ensured using STR DNA typing by the DSMZ. |
| Mycoplasma contamination                                             | Tested negative.                                                                                                                                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Aging cohort: C57BL/6JN males (n=4, aged 1, 3, 6, 9, 12, 15, 18, 21, 24, 27 months; and females (n=2, ages 1, 3, 6, 9, 12, 15, 18, 21 months)<br>Parabiosis cohort: C57BL/6JN males (aged 3 months (n=4), 4.5 months (n=4), 19 months (n=12))<br>C57BL/6-Tg(UBC-GFP)30Scha/J males (aged 4 months (n=7))<br>C57BL/6J males (aged 19 months (n=3))<br>Circulating miRNA study: C57BL/6N females (aged 2 months (n=3), aged 6 months (n=4), aged 8 months (n=3), aged 12 months (n=2), aged 18 months (n=2)) |
| Wild animals            | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | All sample information is available in Supplementary Table 1.                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | VA Palo Alto Committee on Animal Research                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

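The samples were EV-enriched pellets and EV-depleted plasma of 14 female C57BL/6N mice aged 2, 6, 8, 12 or 18 months, 28 small RNA libraries in all. Each library was assigned to its mouse, fraction and age from the submitters' labels. EV and plasma libraries pair because both come from 1 animal. For replicates 2 and 3 at 2 months the plasma labels do not separate the mice, and these were paired by replicate number. As a check of the pairing, the deviations of EV and plasma libraries from their age means were correlated over 278 miRNAs, and the correlation within a mouse lay between -0.0288 and 0.408. At ages with more than 2 mice, 8 of 10 plasma libraries were closer to the EV library of their own mouse than to that of another mouse of their age. The other 2 were not, replicate 1 at 2 months (0.0123 against 0.151) and replicate 3 at 6 months (-0.0288 against 0.0882). At 12 and 18 months, with 2 mice each, the correlations within and between mice mirror each other by construction. The pairing therefore rests on the labels and not on this check. The closest pair of replicates differed by more than the counting noise (chi-square per degree of freedom 3.82), which separately prepared libraries of 1 sample could do as well. That libraries come from different mice therefore rests on the labels and the submitters' protocol. All columns of both tables belong to one of these samples.

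The authors deposited estimated counts per RNA, not normalized, in 10 classes (miRNA, tRNA, rRNA, piRNA, circRNA, lncRNA, snoRNA, snRNA, scaRNA and misc_RNA). The authors also deposited the same values as a signal in RPM, in which each count is divided by 1 number per library and scaled by a constant. What that number counts is not given in the sources used here, and it is not the total count. The paper refers to an earlier publication for how these expression data were obtained. The methods name miRMaster for the tissue cohorts, and the aligner, version and annotation for the EV and plasma libraries are not given in the sources used here. Each miRNA has 1 value per library.

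RPM values were correlated with age in months by Spearman's rho and Pearson's r, with two-sided permutation tests of 100000 resamples. Differences between fractions of a single value were tested exactly over all 16384 swaps or sign changes within mice. Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 (TMM normalization over miRNAs, glmQLFit and glmQLFTest, limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The age trend was fitted in each fraction alone, the difference between fractions over all 28 libraries with age as a covariate, and the interaction of age and fraction over all 28 libraries. DESeq2 1.42.0 was the other count tool. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Shares of miRNAs were compared by Fisher's exact test, with exact binomial intervals at 95%, and a count of 0 was read as a limit of 3 counts over the pooled libraries of a fraction. Hairpin positions and sequences come from GRCm38 with GENCODE M21, in which 314 of the 333 circulating miRNAs (94.3%) were matched to a hairpin by name.

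The count tests were tested on simulated data drawn from the real means and library sizes with 200 miRNAs changed. For the age trend in plasma edgeR recovered 90% of these among 304 miRNAs, for the age trend in EVs 97.5% among 307, for the difference between fractions 98% among 333, and for the interaction 68% among 333. In simulations with no change edgeR called 0 miRNAs in each of these 4 comparisons, as did DESeq2. The simulated changes were a log2 change of 0.2 per month for the trends and the interaction and of 2 between the fractions. Most miRNAs were changed, and miR-29c-3p changed by only 0.078 per month in plasma and 0.083 in EVs. The recovery therefore does not measure the power for a trend of that size. With the ages of the real libraries in random order, edgeR called up to 7 miRNAs in plasma and 27 in EVs, which the simulations with no change did not reproduce.

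Before the data were examined, the tests, the alternatives and the rule for the miRNAs named in the text were fixed. The rule takes all arms of the miR-29 family, the global aging miRNAs of the study and the arms it gives in their place, the 3 smallest p of the age trend per fraction, the 3 largest differences between fractions in each direction among miRNAs past the threshold and changed alike in every mouse, the highest and the lowest rho per fraction, and lists of miRNAs for red cells, liver, skeletal muscle and platelets. The alternatives were other normalizations (DESeq2 size factors, RPM scaling, scaling to miRNA reads alone), other filters on low values, other correlation measures and codings of age, the block by mouse, other definitions of a circulating miRNA, and leaving out each mouse, the 18-month mice, the uncertain pairs or libraries under 2000000 counted reads. Precision is set by depth: the shallowest plasma library, with 928651 counts, holds 4977 miRNA counts, and the deepest EV library holds 203624. The tissue and parabiosis cohorts of the paper were not analysed here. Supplementary Table 3, which holds miRNAs expressed in all tissues, was used for tissue correlations, and the paper's full list of local aging miRNAs was not used here.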

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

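Of the tests in this part, those of scaling, of liver RNA, of platelet RNA and of an error in the EV library alone for 6-month replicate 4, the comparisons of depth within mice and at shared depths and the correlations with depth without 2 libraries, were chosen only after the result was seen.

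In the EVs of the 6-month mouse replicate 4, 3 miRNAs of the miR-29 family and the means of 2 marker lists stood apart from the other mice of that age. Measured as the gap to the nearest mouse over the range of the 4 mice, the distance was 0.851 for miR-29a-3p, 0.870 for miR-29c-3p and 0.892 for miR-29b-3p, 0.866 for the liver list and 0.910 for the platelet list, all above Dixon's 95% critical value for 4 samples. Chance sets apart about 1 in 20 groups, and 30 groups were tested, 15 per fraction, with these 5 in EVs and 0 in plasma above the critical value. The 5 are not independent, since they are 1 library. An error in the EV library alone is argued against, because the plasma library of the same mouse has the highest miR-29c-3p of its age too, at 66.5 RPM. Scaling cannot be told apart from the other explanations: scaled to miRNA reads alone, the distance falls to 0.681, under the critical value, though the mouse still has the highest value. RNA from platelets and from liver stays open too. The platelet list of this mouse averages 161 RPM in EVs, against 28.2 to 40.2 in the others of its age, and stands apart by 0.910, farther than miR-29c-3p. The liver list averages 81.0 RPM, against 10.5 to 19.9, and stands apart by 0.866. In plasma both lists are highest in this mouse as well, without passing the critical value (0.453 and 0.759). A list that stands apart beside miR-29c-3p does not say which of them comes from where. No condition in the design separates this mouse from the others of its age, so no biological explanation was tested. Without this mouse, the age trend of miR-29c-3p has an adjusted p under 0.05 by edgeR in both fractions (0.0388 in plasma and 0.00250 in EVs).

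Of the 9 RNA classes other than miRNAs, which the paper does not report for these fractions, rRNA and tRNA differed between them. The other 7 had an adjusted p from 0.0674 to 0.717 in the exact test over sign changes within mice, 3 of them (snRNA, snoRNA and scaRNA) with an unadjusted p under 0.05. The rRNA share of counts was 11.0% ± 4.19 (SD, n = 14) in plasma and 39.4% ± 11.8 in EVs, 28.4 percentage points higher in EVs and higher in 14 of 14 mice. The tRNA share was 61.5% ± 11.1 in plasma and 32.1% ± 12.0 in EVs, a difference of -29.4 points, and was higher in EVs in 0 of 14 mice. Both have p = 0.000122 in the exact test over sign changes within mice, the smallest p that 14 mice can give, and an adjusted p of 0.00061 over 10 classes. Shares of 1 library sum to a whole, so the 2 differences are not independent. Reads counted on several copies of a gene are argued against as the whole cause: the single most abundant rRNA was also higher in EVs in 14 of 14 mice and the most abundant tRNA in 0 of 14. Library depth is argued against as the whole cause. Among the 10 plasma and 8 EV libraries whose RPM denominators lie in the range that both fractions hold, the rRNA share was between 6.33% and 17.4% in plasma and between 20.7% and 50.9% in EVs, a difference of 24.7 points (exact permutation test, p = 4.57e-05, the smallest that it can give). The plasma libraries among them were deeper by the median (8045972 against 6660572). The tRNA share of the same libraries differed by -25.8 points (exact permutation test, p = 0.000411). Matched by total counts instead, with 12 plasma and 11 EV libraries, the EV libraries were deeper (11388958 against 9139371), and the shares differed by 26.7 points for rRNA (exact permutation test, p = 1.48e-06) and -30.4 points for tRNA (p = 1.48e-05). In the 2 mice with the deeper plasma library the rRNA share was higher in EVs in both (2 of 2, by at least 7.79 points). A part played by depth stays open. Within plasma the rRNA share had a rho of 0.525 with depth (permutation p = 0.0557; Pearson's r 0.442, p = 0.114) and within EVs 0.248 (p = 0.393; r 0.383, p = 0.177), with adjusted p from 0.223 to 0.393 over these 4 correlations. Without the 2 libraries of most extreme depth, rho was 0.685 in plasma (p = 0.0174; r 0.739, p = 0.00769) and 0.322 in EVs (p = 0.305; r 0.453, p = 0.139). The content of vesicles as a biological explanation was not tested, and cells or complexes that sediment with vesicles were not measured.

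Beyond miR-29c-3p, 61 of 333 miRNAs differed between EVs and plasma at an adjusted p under 0.05 from edgeR's quasi-likelihood test, which the paper does not report. Chance can be excluded for this number: among 100 sets of swaps within mice, and among 100 other splits of the libraries, 1 each gave as many calls, the real one. Whether sequence explains the direction stays open. miRNAs with the EXOmotif CNGGNC in their side of the hairpin had a median log2 fold change of EVs over plasma of 0.09 (44 miRNAs), against 0.06 without it (214 miRNAs, permutation p = 0.689), but the side of the hairpin is wider than the arm, so this test cannot settle the arm itself. Fragments of other transcripts stay open as well: 71.4% of 56 called miRNAs had a piece of their hairpin of 18 nt in a transcript of another gene, against 60.5% of 258 others (Fisher's exact p = 0.131). For miRNAs higher in EVs, rRNA fragments cannot be told apart from miRNAs, since within plasma their median rho with the rRNA class exceeded that of uncalled miRNAs by 0.0681 (permutation p = 0.534) and the 14 mice leave that value uncertain. For the 34 miRNAs higher in plasma, tRNA fragments cannot be told apart from miRNAs either. Within EVs their median rho with the tRNA class was 0.519, against 0.666 for uncalled miRNAs, a difference of -0.147 (permutation p = 0.0171). Fragments of tRNA would follow that class more closely than uncalled miRNAs do, and these followed it less closely. Counting noise at low levels also lowers a rho, so the lower value does not decide this. In EVs miR-704, miR-6409 and miR-1897-5p of this set averaged only 1.02, 0.586 and 0.367 RPM. A difference in what vesicles carry stays open as an untested biological explanation.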

How the results depend on the processing

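Chosen only after the data were seen were the tests of the difference between fractions without the uncertain pairs on scales other than RPM, and the alternatives that leave out libraries under 2000000 reads by the RPM denominator, that exchange the 2 uncertain plasma libraries, and that leave out the 18-month mice under normalization within miRNAs. The planned sum over precursors was not run, since each miRNA has 1 value per library, and local aging miRNAs of either sign could not be compared with miRNAs past the threshold in no tissue, since all 190 of Supplementary Table 3 pass it somewhere. Where no cause is named, the cause was not tested.

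Spearman's rho of miR-29c-3p with age in plasma, 0.389 with p = 0.169, stayed positive under every setting and passed a permutation p of 0.05 under 5 settings: Pearson's r of RPM gave 0.556, Pearson's r of log2 RPM 0.572, scaling to miRNA reads alone 0.591, TMM 0.629 and DESeq2 size factors 0.602. With each mouse left out it lay between 0.259 and 0.527, never past 0.05, while Pearson's r lay between 0.418 and 0.774 and lost p under 0.05 without 2-month replicate 2 (0.504) or 3 (0.523), 6-month replicate 2 (0.548) or 3 (0.552), 12-month replicate 2 (0.529), or 18-month replicate 1 (0.502) or 2 (0.418). Without the 2 plasma libraries under 2000000 reads by the denominator rho was 0.429. Without the 18-month mice it was 0.460 scaled to miRNA reads, 0.463 with TMM and 0.420 with DESeq2 size factors, none past 0.05. In EVs rho was weaker without the 18-month mice (0.485), though past 0.05 without them under these 3 normalizations (0.702, 0.677 and 0.727), and with each mouse left out lay between 0.539 and 0.701, above p = 0.05 without 2-month replicate 1 (0.557), either 12-month replicate (0.542) or 18-month replicate 2 (0.539). The difference between the fractions, 0.218, passed the threshold without the 2-month mice of uncertain pairing (0.547) with RPM only, not with TMM (0.173) or scaled to miRNA reads (0.212). The swaps of that test also treat the fractions as alike in level.

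The number of miRNAs correlated with age in plasma, 26, was 5 at a threshold of 0.6, 17 with 1 RPM in at least 50% of the libraries, 104 with no filter, 41 when scaled to miRNA reads alone, and 46 with TMM. It lay between 13 and 45 with each mouse left out, at 13 without 12-month replicate 1 and 45 without 6-month replicate 4. The split of 9 positive and 17 negative was reversed without 2-month replicate 1 (24 and 10) and without 6-month replicate 4 (28 and 17). It was even without 6-month replicate 1 (17 and 17) or 8-month replicate 3 (18 and 18), and more were negative without each other mouse. In EVs, 34 became 6 at 0.6, 115 with no filter and 17 without the 18-month mice, and lay between 17 and 70 with each mouse left out: 70 without 2-month replicate 3, 59 without 6-month replicate 4, 57 without 8-month replicate 3, 22 and 18 without 12-month replicates 1 and 2, and 17 without 18-month replicate 1. Scaled to miRNA reads, the split was 18 positive and 23 negative in plasma and 27 and 16 in EVs.

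edgeR's 0 age trends in plasma (47 at an unadjusted p under 0.05) became 2 with DESeq2, 7 with no filter, 8 without the 18-month mice and 2 with both fractions in one fit, and lay between 0 and 3 with each mouse left out, at 2 without 6-month replicate 4 and 3 without 18-month replicate 1. The 1 age trend in EVs became 5 with DESeq2, 0 with RPM scaling, 7 with no filter, 0 with 1 RPM in at least 50% of the libraries, 5 with log2 of age, 3 without the 18-month mice and 2 with both fractions in one fit. With each mouse left out it lay between 0 and 8: 0 without 2-month replicate 1 or 3, 2 without replicate 2, 8 without 6-month replicate 4, and 3 without 12-month replicate 1 or 18-month replicate 1. DESeq2 called miR-296-5p in EVs too, with miR-29c-3p, miR-29b-3p, miR-146a-5p and miR-223-3p.

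The 61 miRNAs that differ between fractions were between 47 and 60 with each mouse left out, 20 to 31 of them higher in EVs and 19 to 35 in plasma. The replicate block by mouse gave 88, 59 of them among the 61, and 84 without the uncertain pairs, and the block changed no call of a miRNA named here. DESeq2 gave 68, 35 higher in EVs, RPM scaling 43, 37 of them among the 61, and no filter 75, with the median log2 fold change moved by 0.12. For the interaction, edgeR called 0 of 333 (11 at an unadjusted p under 0.05), DESeq2 0 (9), the replicate block 0 (22), every left-out mouse 0, and no filter 1, miR-8117. Its slope for miR-29c-3p, -0.0056, changed sign to 0.0048 with DESeq2, 0.0049 with DESeq2 size factors, 0.040 with RPM scaling and 0.011 with no filter, and lay between -0.015 and 0.018 with each mouse left out. None of these slopes had an adjusted p under 0.05.

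Of the 333 circulating miRNAs, 165 are left at 5 RPM, and 1370 pass when scaled to miRNA reads, where a single read exceeds 1 on that scale in every library, and with each mouse left out the number is 320 to 333. The share of local aging miRNAs of Supplementary Table 3 exceeded that of miRNAs over 0.5 in no tissue by 30.3 points, and by 0.716 when scaled to miRNA reads. It exceeded that of miRNAs over 0.5 in at least 2 tissues by 22.0 points, and no longer past 0.05 with both fractions required (17.2), groups by fraction and age (7.95), 5 RPM (5.87), 1 RPM in at least 50% of the libraries (15.7) and scaling to miRNA reads (0.947). The rho of the red cell list with age in EVs, 0.074, changed sign when scaled to miRNA reads (-0.301) and with TMM (-0.276), without passing 0.05 in any of them. The differences in rRNA and tRNA share were 31.3 and -31.8 points without piRNA. Depth limits the plasma library of 928651 counts most, where 1 read is 1.70 RPM: without it 324 miRNAs are circulating.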

Differences from the paper's values

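The alternatives below were set before the data were examined, and no test in this part was chosen only after the result was seen. The share of local aging miRNAs detected as circulating was 63.6% here, 56 of 88 miRNAs of Supplementary Table 3 with rho over 0.5 in exactly 1 tissue. The paper's value is 38.3%, over its own list of local aging miRNAs, which was not used here, while Supplementary Table 3 holds only miRNAs expressed in all tissues, so the 2 shares have different denominators and no direction is read from them. Within the larger of the 2 errors, or within 1.5 times of the paper's value, were 56.8% with both fractions required, 56.7% (59 of 104) with local taken as rho over 0.5 or under -0.5 in exactly 1 tissue, 33.0% at 5 RPM and 51.1% with 1 RPM in at least 50% of the libraries. Outside were 70.5% with groups by fraction and age, 98.9% when scaled to miRNA reads alone, 61.4% without libraries under 2000000 counted reads, and the values with each mouse left out, from 60.2% to 63.6%. For the correlation of miR-29c-3p with age the paper's r is 0.56 in plasma and 0.65 in EVs. Spearman's rho of RPM was 0.389 and 0.607 here, and Pearson's r of RPM, an alternative, was 0.556 and 0.654, which equal the paper's values when rounded. The number of positive global aging miRNAs in circulation, 4, matches the number printed in Fig. 4c.

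Fig. 4c names miR-184-5p among the circulating global aging miRNAs, while the text names miR-184-3p as global aging. miR-184-5p had 0 counts in both fractions here, and miR-184-3p had 11 counts in plasma and 53 in EVs. The legend of Fig. 4c calls the fraction beside EVs serum, and the labels describe platelet-free plasma. The paper places CUGGUG in the mature miR-29c-3p. In the reference hairpin CTGGTG lies at positions 29 to 34 of 88, 5′ of the midpoint, and 0 times 3′ of it.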

Other observations

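The correlations of marker lists and of RNA classes without the 2 libraries farthest on the axis, and the adjusted p of these families, were chosen only after the result was seen.

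Age and miRNAs were also compared with orders of the ages drawn at random, 100 per test. Chance cannot be excluded for the 26 miRNAs correlated with age in plasma (21 of 100 orders gave as many, with a median of 16) nor for the 34 in EVs (25 of 100, with a median of 10). The same holds for edgeR's 1 age trend in EVs (14 of 100). For edgeR's 0 age trends in plasma and 0 interactions the comparison says nothing, since any order or swap within mice gives at least 0 (100 of 100). At an unadjusted p under 0.05 the 47 miRNAs in plasma were reached by 3 of 100 orders, the 37 in EVs by 8 of 100 and the 11 interactions by 25 of 100 swaps. With RPM the highest and lowest rho in plasma were 0.632 for miR-5622-3p and -0.764 for miR-93-3p (adjusted p = 0.690 and 0.572, permutation test). In EVs they were 0.746 for miR-326-3p and -0.562 for miR-128-2-5p (both adjusted p = 0.536, permutation test). With TMM and scaled to miRNA reads the highest in plasma was miR-3963 (0.683 and 0.699), and miR-5622-3p stood at places 5 and 8. On the 2 other scales miR-326-3p in EVs lay between 0.692 and 0.701 and miR-128-2-5p between -0.704 and -0.692. miR-93-3p has the lowest rho of all miRNAs in plasma and a rho of 0.555 in EVs, at means under 1 RPM. Its slope in EVs minus that in plasma was 0.17 per month on the log2 scale (standard error 0.063, unadjusted p = 0.0130, adjusted p = 0.720 over 333 miRNAs from edgeR's test of the interaction), so the difference did not pass the correction. Of the miRNAs past the threshold in both fractions, 2 had the same sign and 1 the opposite.

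Across miRNAs of Supplementary Table 3 that were expressed, the mean rho over tissues given in the paper's supplement and the rho in circulation had a rank correlation of 0.343 over 88 miRNAs in plasma and 0.316 over 92 miRNAs in EVs. Chance cannot be excluded for either, since 18 of 100 orders of the ages in plasma and 7 of 100 in EVs gave a value as large. With each mouse left out the value lay between 0.177 and 0.406 in plasma, lowest without 2-month replicate 1 (0.177) and 18-month replicate 2 (0.208), and between 0.126 and 0.388 in EVs, lowest without 18-month replicate 2. With TMM it was 0.324 in plasma and 0.425 in EVs.

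Whether RNA of other cells could explain the relation of miR-29c-3p with age in EVs was tested by lists of marker miRNAs written before the data were examined. Given the red cell list (5 miRNAs, miR-451a the most abundant at 1214 RPM in EVs), the partial rho was 0.695 (plain 0.607), and given the liver list (3 miRNAs, miR-192-5p at 40.8 and miR-122-5p at 36.9 RPM) it was 0.606, so both are argued against as the whole cause. The same holds for library depth, with a partial rho of 0.611. Platelet RNA stays open. Given the platelet list (miR-223-3p at 85.4 and miR-126a-3p at 75.6 RPM) the partial rho fell to 0.217, and the list itself followed age in EVs at an unadjusted p only (rho 0.584, permutation p = 0.0305; Pearson's r 0.553, permutation p = 0.0401; both adjusted p = 0.214 over the 16 correlations of 4 lists, 2 fractions and 2 measures; without the 18-month mice rho 0.517, p = 0.0878, and r 0.490, p = 0.106), though platelets had been removed by centrifugation and the partial rho was 0.437 with TMM (plain 0.726) and 0.380 scaled to miRNA reads (plain 0.724). The rho of the platelet list with age in EVs was 0.645 with TMM (permutation p = 0.0152) and 0.672 scaled to miRNA reads (p = 0.0102). Its 2 members were unlike in EVs, with a rho with age of 0.688 for miR-223-3p and 0.393 for miR-126a-3p. They were correlated with each other at 0.613 in EVs but at only 0.218 in plasma. Whether the platelet list is specific to platelets was not tested. In plasma the rho of the list with age was 0.196 (permutation p = 0.500), r was 0.451 (p = 0.106) and the partial rho was 0.467. With TMM the rho in plasma was 0.398 (permutation p = 0.160), r was 0.545 (p = 0.0436) and the partial rho was 0.569. The p values on these other scales are unadjusted. Muscle RNA cannot be told apart either, since its list (miR-1a-3p at 2.48 RPM, miR-133a-3p and miR-206-3p under 1 RPM) lies near the detection limit, with members weakly correlated with each other (median 0.223). The partial rho given this list was 0.475 with RPM, but 0.701 with TMM, close to the plain value, and about as close when scaled to miRNA reads alone. The list followed age in EVs by Pearson's r only (0.591, permutation p = 0.0259, adjusted p = 0.214; without the 18-month mice 0.352, p = 0.261; rho 0.441, p = 0.115). The members of the other 3 lists reached 1 RPM in at least 13 of 14 libraries of each fraction. Age itself stays open as a biological explanation.

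The number of circulating miRNAs may depend on single reads in the shallowest plasma library, but only 9 of 333 were lost without it. miR-1895 was lower in EVs than in plasma in 14 of 14 mice, with a log2 fold change of -1.04 (standard error 0.24, adjusted p = 0.00218 from edgeR's quasi-likelihood test). Pieces of its hairpin of 18 nt occur in transcripts of 33 other genes, so its counts could include fragments of these. Across mice its RPM had a rho of 0.393 with the lncRNA class, 0.349 with circRNA and -0.033 with miRNA in plasma, and of -0.367, 0.358 and 0.284 in EVs, and Pearson's r was 0.350, 0.293 and -0.037 in plasma and -0.158, 0.212 and 0.179 in EVs. None of the 12 correlations had a permutation p under 0.05 (adjusted p from 0.532 to 0.916), which leaves this open. Without the 2 libraries farthest on the axis, rho with the lncRNA class in EVs was -0.671 (permutation p = 0.0202) and the other 11 had p above 0.05.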
